# Alterations of specific chromatin conformation affect ATRA-induced leukemia cell differentiation

**DOI:** 10.1038/s41419-017-0173-6

**Published:** 2018-02-08

**Authors:** Yanjian Li, Yi He, Zhengyu Liang, Yang Wang, Fengling Chen, Mohamed Nadhir Djekidel, Guipeng Li, Xu Zhang, Shuqin Xiang, Zejun Wang, Juntao Gao, Michael Q. Zhang, Yang Chen

## Abstract

Chromatin conformation plays a key role in regulating gene expression and controlling cell differentiation. However, the whole-genome chromatin conformation changes that occur during leukemia cell differentiation are poorly understood. Here, we characterized the changes in chromatin conformation, histone states, chromatin accessibility, and gene expression using an all-trans retinoic acid (ATRA)-induced HL-60 cell differentiation model. The results showed that the boundaries of topological associated domains (TADs) were stable during differentiation; however, the chromatin conformations within several specific TADs were obviously changed. By combining H3K4me3, H3K27ac, and Hi-C signals, we annotated the differential gene-regulatory chromatin interactions upon ATRA induction. The gains and losses of the gene-regulatory chromatin interactions are significantly correlated with gene expression and chromatin accessibility. Finally, we found that the loss of GATA2 expression and DNA binding are crucial for the differentiation process, and changes in the chromatin structure around the *GATA2* regulate its expression upon ATRA induction. This study provided both statistical insights and experimental details regarding the relationship between chromatin conformation changes and transcription regulation during leukemia cell differentiation, and the results suggested that the chromatin conformation is a new type of potential drug target for cancer therapy.

## Introduction

Hierarchical conformations formed by chromosomes play a pivotal role in the regulation of gene expression. Previous studies have uncovered that individual chromosomes occupy specific territories^1–3^, and gene transcription has been shown to be correlated with the gene’s nuclear position relative to the nuclear lamina and the bulk of the chromosome territories^4,5^. Recent studies using high-throughput chromosome conformation capture (Hi-C) have revealed that genomes are organized into topological associated domains (TADs) of several hundred kilo-bases to one mega-base in length, and chromatin regions in a TAD are more likely to interact with other regions within the same TAD than with regions outside of the TAD. Most TAD locations have been shown to be invariant across cell types^6,7^ and appeared to be evolutionarily conserved^8,9^. However, genes within the same TADs reflect coordinated changes in expression upon hormone stimulation or during differentiation^10–14^, indicating that TADs act not only as structure units but also as function units for transcription regulation. Furthermore, within the TADs, long-range chromatin interactions mediated by specific proteins or noncoding RNAs connect distal regulatory regions, such as enhancers and gene promoters, enabling the long-range regulation of gene expression^15–17^.

In leukemia, chromatin conformation has been shown to play an important role in transcription regulation and drug response^18,19^. The dynamic chromatin conformation signatures in the HOXA locus have been shown to correlate with gene expression dynamics and are used to classify the leukemia types^20,21^. In addition, studies have demonstrated that the major regulator of leukemia cell differentiation, i.e., c-Myb, could be modulated by upstream regulatory regions through chromatin interaction^22^. At the whole genome level, the global changes in chromatin conformation caused by cohesin mutations have been shown to inhibit normal differentiation and induce leukemia^23,24^, emphasizing the importance of chromatin conformation in leukemogenesis and leukemia therapies. However, the whole-genome chromatin conformation change during leukemia cell differentiation and its relationship with transcription regulation have not been well characterized.

To address this issue, all-trans retinoic acid (ATRA)-induced HL-60 cells were used in this study as a well-known model of leukemia cell differentiation^25–27^. We performed chromosome conformation capture followed by high-throughput sequencing (Hi-C), chromatin immunoprecipitation combined with high-throughput sequencing (ChIP-seq), Transposase-Accessible Chromatin with high-throughput sequencing (ATAC-seq), and RNA sequencing (RNA-seq) analyses and observed a non-random distribution of differentially expressed genes (DEGs) among the TADs. Within the TADs, the chromatin interactions between genes and regulatory regions were shown to be positively correlated with the gene expression level and chromatin accessibility. Both the expression and DNA binding of the key transcription factor GATA2 were downregulated upon ATRA induction; meanwhile, the chromatin interactions between the GATA2 promoter and upstream enhancers were lost, accompanied by chromatin accessibility changes in the enhancers.

## Results

### Compartment and TAD position did not significantly change upon ATRA induction

To determine whether the whole-genome chromatin conformation changes during ATRA-induced differentiation, we generated Hi-C libraries from 2 independent biological replicates of control and ATRA-treated HL-60 cells (Fig. S1) using a modified in situ Hi-C protocol (Methods). The reproducibility between the biological replicates was high (Fig. S4). To obtain a higher resolution, we combined the data from the replicates to obtain a total of ~160 million (ATRA-treated) and ~150 million (control) interactions for the subsequent analysis.

By visualizing the data in a heatmap, the Hi-C data revealed a hierarchical chromatin conformation and self-interacting pattern in the HL-60 cells (Fig. S5). While the prominent lobulation of the cell nucleus could be observed in the ATRA-treated cells under a fluorescence microscope (Fig. S3)^27^, the contact frequency between each chromosome appeared unchanged in the Hi-C data (Fig. 1a). Within a chromosome, we observed a similar organization pattern along the heatmap diagonal in the both the control and ATRA-treated cells (Fig. S5), suggesting that the basic structural units of the genome remained stable upon the ATRA induction.

**Fig. 1:**
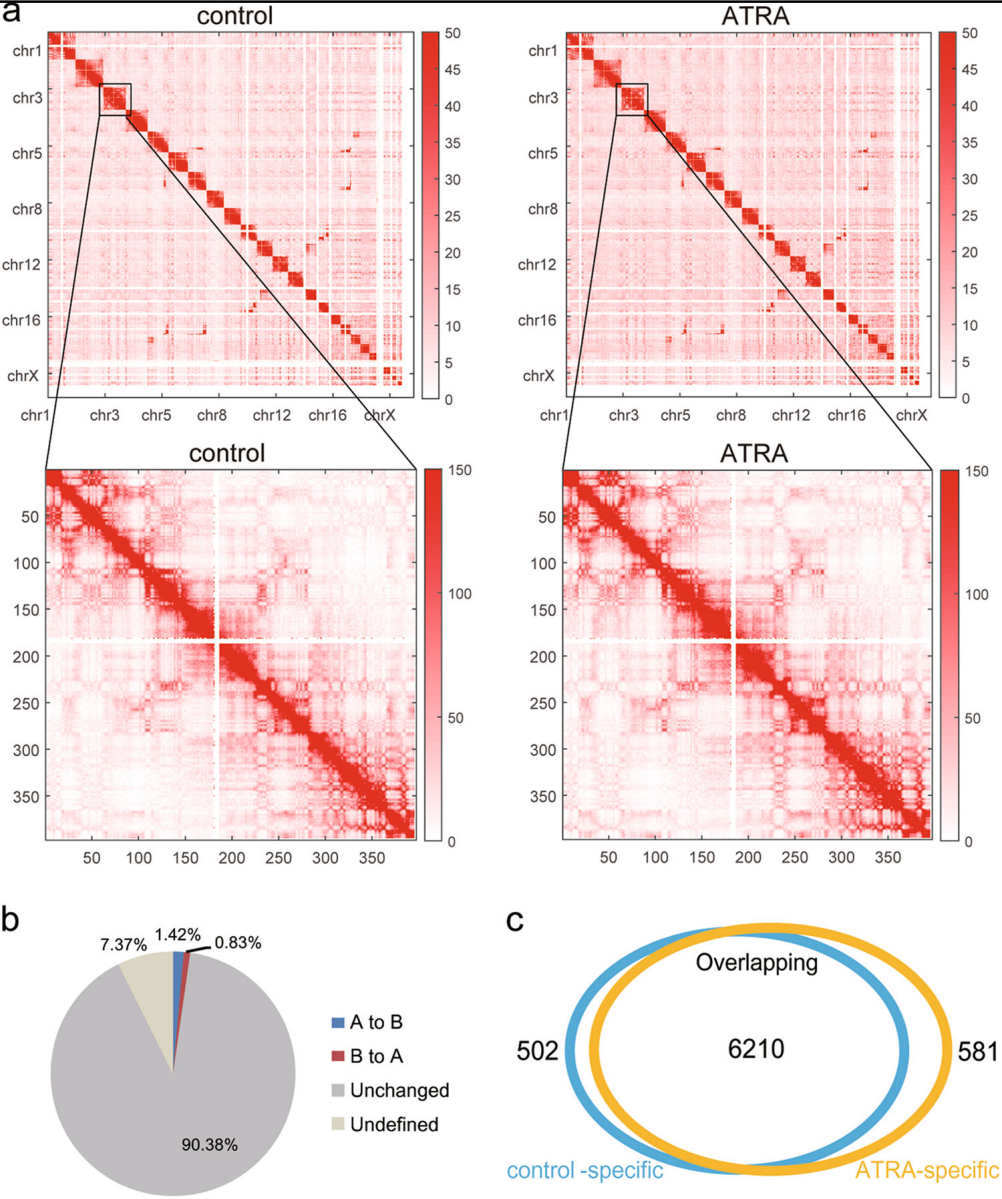
Chromatin conformation landscapes during ATRA-induced HL-60 differentiation **a** (upper panels) Whole-genome Hi-C heatmaps using 1-Mb bin of control (left) and ATRA-treated (right) HL-60 cells. Chromosomes are stacked from top left to bottom right in order (from chr1 to chrX). (lower panels) Enlarged intra-chromosomal interaction heatmaps of chr3. Color axis is shown on the right. **b** Pie chart showing the compartment changes between the control and ATRA-treated HL-60 cells. “Unchanged” indicates that the compartments are identical in both cells. “A to B” indicates that the compartments have an A pattern in the control cells and a B pattern in the ATRA-treated cells. “B to A” indicates that the compartments have a B pattern in the control cells and an A pattern in the ATRA-treated cells. “Undefined” indicates regions in which the compartment pattern could not be defined (projection of Hi-C first principal component equals zero). **c** Venn diagram showing that more than 90% of the TAD boundaries are stable in the control and ATRA-treated cells

To determine whether the subscale chromatin conformations changed upon the ATRA induction, we performed a compartment classification in the control and ATRA-treated cells and compared the results. Upon the ATRA induction, only 0.81% of the genome exhibited a changed compartment pattern from A to B, and 0.48% of the genome exhibited a changed compartment pattern from B to A (Fig. 1b, S6), implying that the genome compartmentalization was generally conserved.

TADs have been shown to act as both structural and functional units in the genome^9,14,28^. To further describe the TAD variation with or without the ATRA treatment, we identified the TADs using the clustering-based Hi-C domain finder (CHDF) method^29^. In total, 5908 and 5774 TADs with an average length of ~400 kb were identified in the control and ATRA-treated cells, respectively (Fig. S7). Integrating with the ENCODE HL-60 ChIP-seq data, we observed an enrichment of CTCF at the TAD boundaries (Fig. S7). A strong enrichment of GAPBA was also detected (Fig. S8), which was similar to that observed in MCF-7 cells^30^. Consistently with previous chromatin conformation studies^10^, ~90% of the TAD boundaries detected in the control data remained similarly positioned following the ATRA treatment (Fig. 1c). Furthermore, up to 95% of the boundaries moved within 200 kb, and nearly half of the specific boundaries were located in regions without any expressed genes. Thus, we concluded that the chromatin conformation and TAD location did not substantially change at the compartment level after the ATRA-induced differentiation.

### TADs with significant internal chromatin interaction changes enrich differentially expressed genes

To investigate the underlying functional changes in gene expression upon ATRA induction, we performed RNA-seq in two replicates of control and ATRA-treated cells (Fig. S9). The DEGs analysis revealed 941 upregulated and 611 downregulated genes following the ATRA induction (Fig. 2a). A Gene Ontology (GO) analysis of biological process showed that the DEGs were significantly enriched in “immune response” and “leukocyte activation”, which is consistent with the terminal differentiation process of neutrophils (Fig. 2b, S10).

**Fig. 2:**
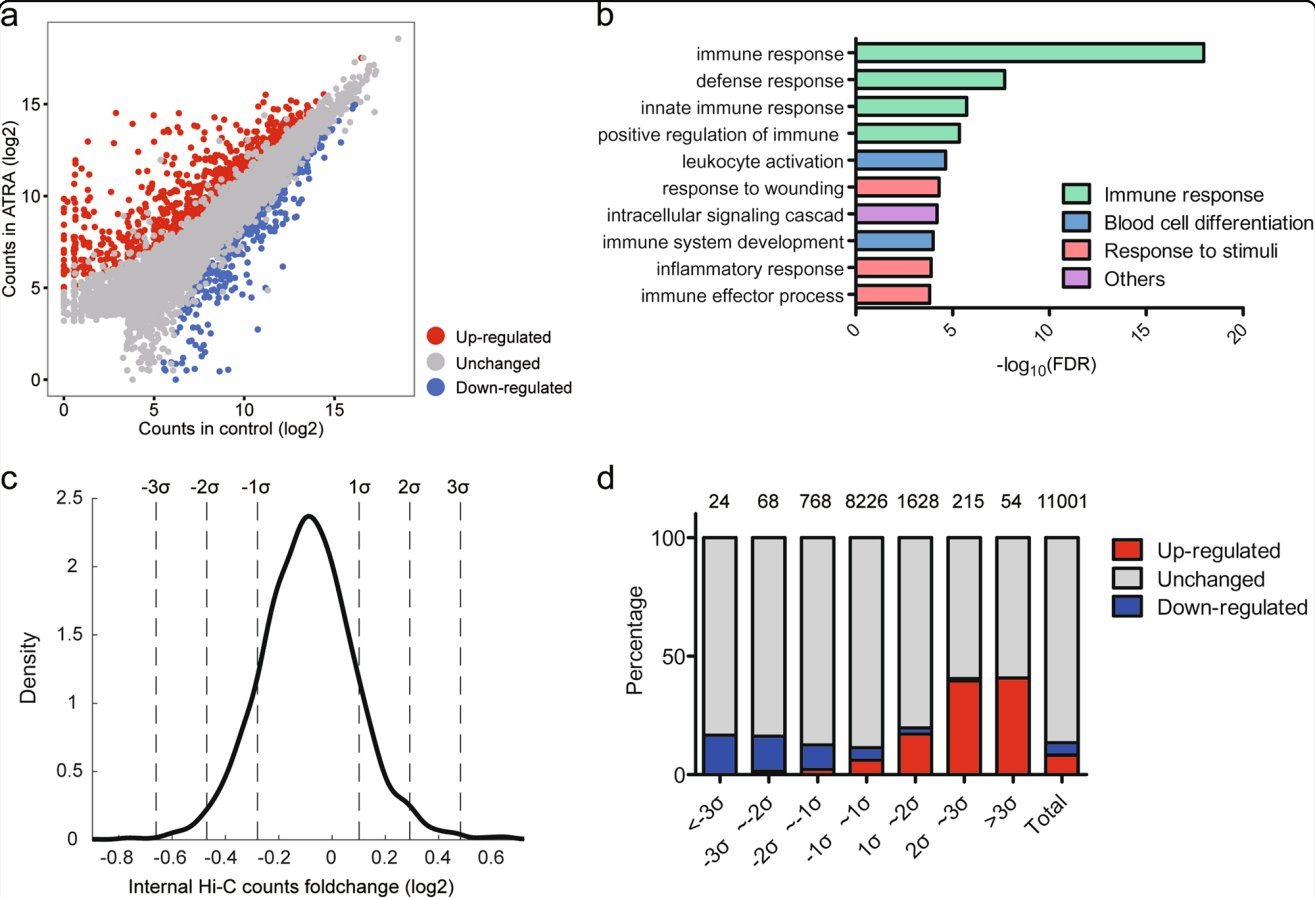
Distribution of the differentially expressed genes in TADs **a** Scatter plot of the differential gene expression between the control and ATRA-treated HL-60 cells. Red dots denote genes with significantly upregulated expression in the ATRA-treated cells (log2(foldchange)>0.9, adjusted *p*-value < 0.01). Blue dots denote genes with significantly downregulated expression in the ATRA-treated cells (log2(foldchange)<−0.9, adjusted *p*-value < 0.01). Gray dots denote genes with no significant expression change. **b** Top 10 GO terms of differentially expressed genes between the control and ATRA-treated HL-60 cells. FDR false discovery rate. **c** Probability density of TADs with at least one gene expression change based on the internal Hi-C counts. *σ* represents the standard deviation of all TAD log2 internal Hi-C counts. **d** Accumulation bar-plot showing the enrichment of genes in TADs. The TADs are divided into seven categories as shown in Fig. 2c, and total represents all expressed genes located in TADs. Number of genes located in each type of TAD is shown above the bar

Then, we determined whether the gene expression changes correlated with the chromatin interaction changes within the TADs. Thus, we ranked the TADs containing the expressed genes (*n* = 3362) according to the internal Hi-C count fold-change and divided these TADs according to their deviation from the average fold change of all TADs and calculated the distribution of the expressed genes in these TADs (Fig. 2c). The results showed that the genes in TADs with distinct interaction changes were more likely to be differentially expressed following the ATRA induction than those in TADs with moderate interaction changes. Furthermore, the TADs with increased chromatin interactions enriched the upregulated genes while the TADs with decreased chromatin interactions showed the opposite result (Fig. 2d). Thus, our data revealed the presence of a positive correlation between gene expression and the internal chromatin interaction frequency within the TADs.

The chromatin conformation and transcription changes have been reported to correlate with the histone modification states within TADs^31^. To characterize the epigenetic states within the TADs, we performed ChIP-seq in the control and ATRA-treated cells using antibodies against H3K4me3 and H3K27ac that mainly mark the active promoters and enhancers, respectively. 

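HL-60 is an established human promyelocytic leukemia cell line whose cells differentiate towards granulocytes when treated with all-trans retinoic acid (ATRA). The cells were treated with 1 µM ATRA or with ethanol, its solvent, for 4 days. Chromatin was crosslinked and fragmented, and the DNA on nucleosomes carrying each histone mark was pulled down with an antibody and sequenced. With 2 replicates of ATRA-treated cells and 2 of control cells for each mark, 8 libraries were analyzed. The authors aligned the reads to the human genome build hg19 with Bowtie and called broad peaks with MACS2 in each library separately. The values analyzed here are the positions of those peaks, without read counts, so the sequencing depth of the libraries is unknown. The H3K4me3 libraries of ATRA-treated cells had 16258 and 16487 peaks in replicates 1 and 2, which covered 63.2 and 62.3 Mb of the genome. Those of control cells had 16160 and 13241 peaks, which covered 59.8 and 47.7 Mb. The H3K27ac libraries differed more, with 28200 and 39332 peaks over 64.8 and 86.1 Mb in the ATRA-treated cells and 15457 and 29616 peaks over 28.8 and 54.0 Mb in the control cells. The median peak length was between 3545 and 3766 bp for H3K4me3 and between 1052 and 1282 bp for H3K27ac.

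A deeper library usually yields more and longer peaks, and peak positions alone do not allow this to be corrected. Over the whole genome, the log2 ratio of the length under peaks in ATRA-treated to control cells, each averaged over the replicates, was 0.22 for H3K4me3 (0.08 for the libraries numbered 1 and 0.38 for those numbered 2) and 0.87 for H3K27ac (1.17 and 0.68). The deposited columns of fold enrichment and −log10 p hold values that are not possible for those measures and were not used. The −log10 q of each peak, as the authors deposited it, served only to set a stricter threshold. It repeated poorly between replicates (rank correlation over matched peaks of at most 0.213). A filter on it therefore separates replicates as well as conditions. With 2 libraries against 2, an exact two-sided permutation test cannot give a p below 0.33. For this reason no count and no single locus was tested across libraries. Tests over TADs, genes or peaks treat these as units, although they are not independent replicates.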

By calculating the ChIP-seq signal changes within the TADs, the TADs with increased chromatin interactions showed relatively increased levels of H3K4me3 and H3K27ac, whereas the TADs with decreased chromatin interactions showed an opposite change (Fig. S11). This finding is consistent with the model in which the alteration of epigenetic activity within a TAD may have a positive impact on the chromatin conformation variation and the differential gene expression, corroborating a previous study in a short-time hormone induction model^10^.

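The comparison covered the TADs that Supplementary File S5 lists with significantly changed internal interactions, 71 with increased and 81 with decreased interactions in both Hi-C replicates. The histone signal of a TAD was taken as the length under peaks, averaged over the 2 replicates of a condition. Its change was the log2 ratio of ATRA-treated to control cells after 1000 bp was added to each, a pseudocount that understates the change in TADs with few peaks. The mean log2 change of H3K27ac was 1.85 ± 1.30 (SD, n = 71 TADs) with increased interactions and −0.04 ± 0.77 (SD, n = 81 TADs) with decreased interactions. The difference was 1.89 (two-sided permutation test of the TAD labels, p = 1e-05, the smallest that 100000 permutations can give). The means were 2.17 and 0.06 from the libraries numbered 1 and 1.65 and −0.09 from those numbered 2. Covered length rose in 66 of the 71 TADs with increased interactions. Among the 81 with decreased interactions it rose in 41 and fell in 28, and the other 12 held no H3K27ac peak in any library. The mean of this group lay near 0 and below the genome-wide change. That change is a ratio of total lengths without a pseudocount, so it is not the same measure as a mean over TADs. For H3K4me3, the mean log2 change was 0.41 ± 0.50 (SD, n = 71 TADs) with increased and 0.24 ± 0.59 (SD, n = 81 TADs) with decreased interactions, with rises in 62 and 57 TADs, respectively. This difference of 0.17 was not past the 0.05 threshold (two-sided permutation test, p = 0.0612). The means were 0.29 and 0.032 from the libraries numbered 1 and 0.54 and 0.41 from those numbered 2. The difference ranged from 0.041 without ATRA replicate 1 to 0.34 without ATRA replicate 2. It was 0.011 with the number of peaks in place of covered length (permutation test, p = 0.921) and 0.20 within replicate numbers (p = 0.0182). Chromosome 19 holds 16 of the TADs with decreased interactions, with a mean of 0.97, and 1 of those with increased interactions. Outside chromosome 19, a setting chosen after the values were seen, the means were 0.41 and 0.066 and the difference was 0.34 (permutation test, p = 1e-05).

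Peaks found in only 1 of the conditions gave a related comparison. Of the specific H3K27ac peaks centered in TADs with increased interactions, 329 were ATRA-specific and 19 control-specific (94.5% ATRA-specific). In TADs with decreased interactions there were 31 and 43, respectively (41.9%). The 52.6 percentage points between these shares gave p = 4.03e-24 in a two-sided Fisher's exact test over peaks and p = 1e-05 when the TAD labels were permuted. Without ATRA replicate 1 the difference was 17.2 points. For H3K4me3, the specific peaks were 38 ATRA-specific and 2 control-specific with increased interactions (95.0%) and 19 and 5 with decreased interactions (79.2%). The difference of 15.8 points was not past the threshold (Fisher's exact test, p = 0.0926; permuted TAD labels, p = 0.224). It had the opposite sign within replicate numbers (−8.89 points, p = 0.00156 by Fisher's exact test) and without ATRA replicate 1 (−1.12 points). Outside chromosome 19 it was 30.7 points (Fisher's exact test, p = 0.00952), and 19.6 points within replicate numbers (p = 0.00197). For these settings the TAD labels were not permuted, so their p-values treat peaks as independent. The comparison within replicate numbers also counts a site again when both pairs of libraries hold it.

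The TAD with the largest H3K27ac increase lies on chromosome 10 from 125760001 to 126200000 (hg19) and holds the protein-coding genes CHST15, OAT, NKX1-2 and LHPP. Peaks covered 54880 and 59046 bp of it in the 2 replicates of ATRA-treated cells, and no peak was listed there in control cells. The next largest, on chromosome 10 from 73040001 to 73440000 (UNC5B, SLC29A3 and CDH23), had a log2 change of 4.13. The lowest H3K27ac value was −3.30 in the TAD on chromosome 11 from 113720001 to 114160000, which contains ZBTB16. The TAD with the lowest H3K4me3 value, on chromosome 4 from 70040001 to 70520000, holds UGT2A and UGT2B genes and had 7448 and 6396 bp under H3K4me3 peaks in control cells and none in ATRA-treated cells. H3K4me3 rose most on chromosome 8 from 133880001 to 134240000 (TG, SLA and CCN4; log2 change of 2.24) and on chromosome 6 from 39320001 to 39880000 (KIF6, DAAM2 and MOCS1), where 4587 and 2842 bp were covered in ATRA-treated cells and none in control cells. The paper sets its finding on both marks beside a model in which altered epigenetic activity within a TAD may act positively on chromatin conformation and on gene expression, and refers to an earlier study.

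**Figure D1:**
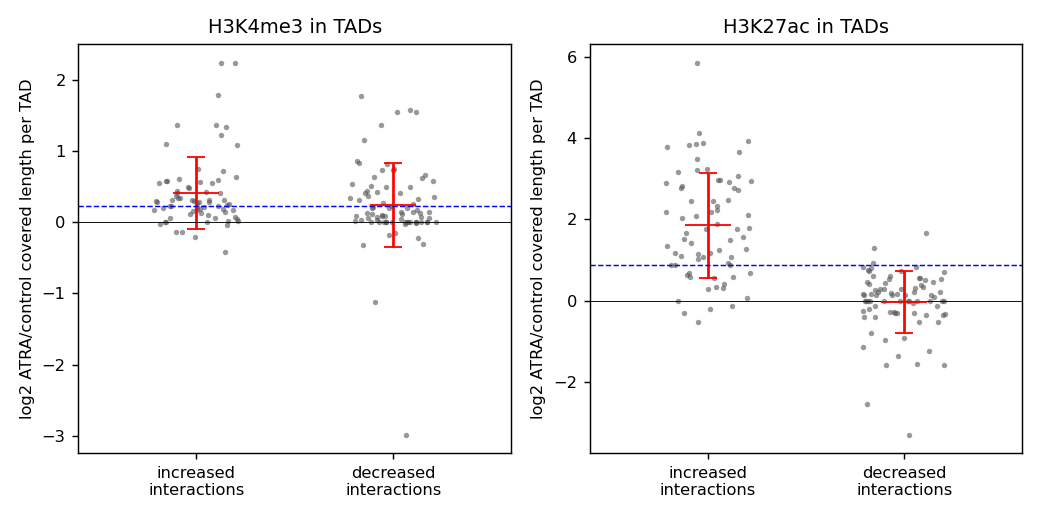
Log2 ratio of the length under peaks in ATRA-treated to control cells for each TAD, for H3K4me3 (left) and H3K27ac (right), in TADs with increased and decreased internal interactions. Each dot is a TAD, the red bars are the mean ± SD and the solid line is 0. The dashed line is the ratio of total lengths over the whole genome, without the pseudocount used for the TADs. The H3K27ac means are 1.85 and −0.04 and the H3K4me3 means 0.41 and 0.24.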

### Gene-regulatory chromatin interactions were altered upon ATRA induction

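Peaks of replicate 1 that overlapped a peak of replicate 2 of the same condition by at least 1 bp were taken as the peaks of that condition. This gave 13753 H3K4me3 peaks in ATRA-treated and 12035 in control cells, and 20578 and 12937 H3K27ac peaks, respectively. For H3K4me3, 11767 peaks of ATRA-treated cells overlapped a control peak, 1986 were ATRA-specific and 362 control peaks were control-specific. For H3K27ac, these numbers were 10349, 10229 and 1814. Specific peaks were shorter than overlapping ones, with median lengths of 927 bp (ATRA-specific), 1004 bp (control-specific) and 4912 bp (overlapping) for H3K4me3 and 1133, 863 and 2534 bp for H3K27ac. When a specific peak also had to be absent from each single library of the other condition, 786 ATRA-specific and 164 control-specific H3K4me3 peaks and 5791 and 837 H3K27ac peaks were left. A threshold of 5 on −log10 q left 670 H3K27ac peaks in ATRA-treated and 335 in control cells, with 18 overlapping. These numbers are limited by the poor repeat of −log10 q between replicates. The numbers also depended on single libraries, since a condition reduced to 1 library is no longer filtered by its other replicate. Without control replicate 1 there were 6328 ATRA-specific and 14242 control-specific H3K27ac peaks, and without ATRA replicate 1 there were 28374 and 1201. For H3K4me3, 846 and 3068 were found without control replicate 2, and 4376 and 307 without ATRA replicate 1. Comparing libraries of the same replicate number, which filters neither condition, gave on average 18717 ATRA-specific and 5965.5 control-specific H3K27ac peaks, and 3482.5 and 1456.5 for H3K4me3.

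The longest specific peaks, absent from each library of the other condition, were examined on hg19. The longest ATRA-specific H3K4me3 peaks lay on chromosome 1 from 27944280 to 27955361 (11082 bp, over a TSS of FGR), on chromosome 19 from 54816834 to 54826217 (9384 bp, over a TSS of LILRA5) and on chromosome 1 from 25781484 to 25790594 (9111 bp, within MACO1). The control-specific ones lay on chromosome 17 from 4336062 to 4342315 (6254 bp, over a TSS of SPNS3), on chromosome 8 from 145011225 to 145017388 (6164 bp, over a TSS of PLEC) and on chromosome 22 from 23557349 to 23562755 (5407 bp, within BCR). The longest ATRA-specific H3K27ac peaks overlapped SMG6 (chromosome 17, 1977318 to 2008304, 30987 bp), TTLL4 (chromosome 2, 219594690 to 219622388, 27699 bp) and COL4A2 (chromosome 13, 111106133 to 111133234, 27102 bp). Each held a TSS of its gene. For both marks, a TSS here is the start of any annotated transcript of a protein-coding gene. It can therefore lie inside the gene, and a peak that holds it need not lie at the main promoter. The longest control-specific H3K27ac peaks overlapped no protein-coding gene. They lay on chromosome 7 from 142498718 to 142508746 (10029 bp), 44771 bp from the nearest protein-coding TSS (PRSS1), on chromosome 20 from 49645920 to 49655617 (9698 bp), 11124 bp from that of KCNG1, and on chromosome 1 from 22939256 to 22948873 (9618 bp), 17505 bp from that of C1QA. Lengths are those in replicate 1.

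**Figure D2:**
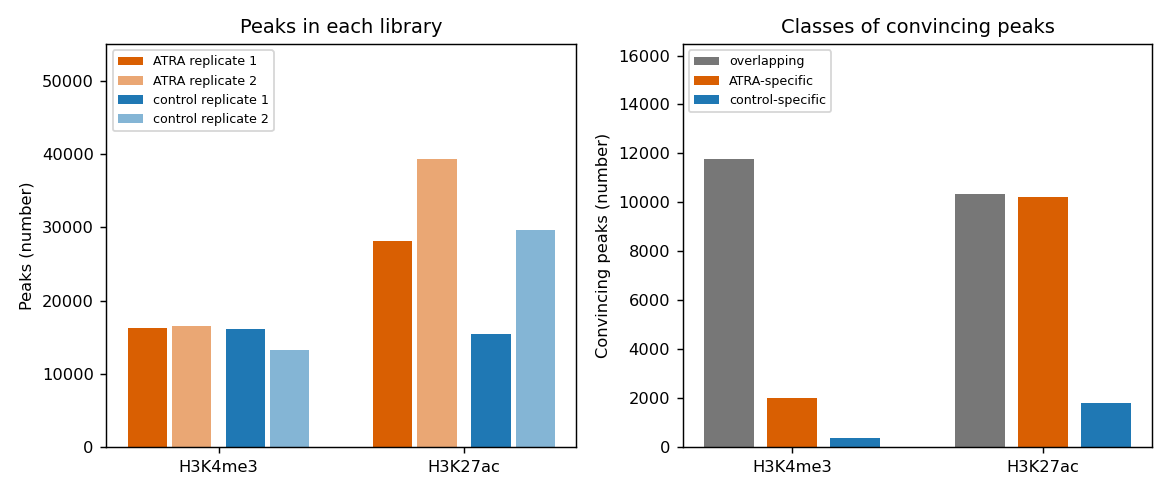
Number of peaks in each of the 8 libraries (left) and number of overlapping, ATRA-specific and control-specific peaks among those found in both replicates (right), for H3K4me3 and H3K27ac. Bars are single counts without error; the H3K4me3 libraries lie between 13241 and 16487 peaks and the H3K27ac libraries between 15457 and 39332.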

To annotate the active promoters and enhancers during the differentiation process, we used the ChIP-seq data and identified 12,295 H3K4me3 peaks and 1,2493 H3K27ac peaks (Methods) in the ATRA-treated cells (14,263 H3K4me3 and 22,149 H3K27ac peaks were identified in the control, Fig. 3a). 

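Distances were measured from the center of each H3K27ac peak to the nearest transcription start site (TSS) of any transcript in GENCODE release 44 mapped to GRCh37. The median distance was 5104.5 bp for the 10229 ATRA-specific peaks and 5582 bp for the 1814 control-specific peaks, compared with 555.5 bp for the 10349 overlapping peaks. On the log10 scale, after adding 1 bp, the medians were 3.71, 3.75 and 2.75. The ATRA-specific median was 0.963 and the control-specific median 1.00 above that of overlapping peaks (two-sided permutation test on rank sums over peaks, p = 1e-05 for each, the smallest that 100000 permutations can give). Within 2 kb of a TSS lay 31.2% of the ATRA-specific, 32.8% of the control-specific and 67.5% of the overlapping peaks. Neighboring peaks are not independent, so the comparison was repeated for each of the 4 pairs of 1 ATRA and 1 control library. The difference was then between 0.601 and 0.981 for peaks only in the ATRA library and between 0.642 and 0.945 for peaks only in the control library. At a threshold of 5 on −log10 q, which kept 18 overlapping peaks, the difference was 0.751 for ATRA-specific peaks (p = 0.0273, permutation test) and 0.150 for control-specific peaks (p = 0.522). The poor repeat of −log10 q between replicates limits this setting.

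**Figure D3:**
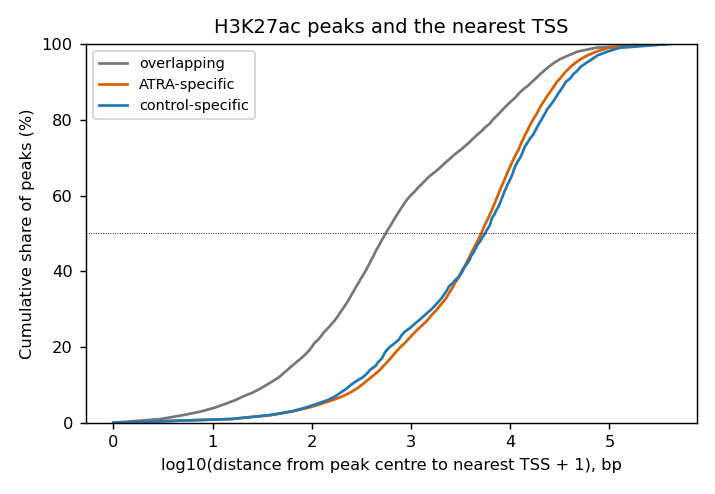
Cumulative share of overlapping, ATRA-specific and control-specific H3K27ac peaks (vertical axis, percent) by the log10 distance in bp from the peak center to the nearest TSS (horizontal axis). Each line is 1 class and the dotted line marks the median; both specific classes cross it near 3.7 and the overlapping class at 2.75.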

By calculating the distance to the nearest TSS of each H3K27ac peak, we found that the ATRA and control-specific peaks were frequently located farther from the TSS than the common peaks (Fig. 3b), indicating the occurrence of more distal regulatory changes following the ATRA induction.

**Fig. 3:**
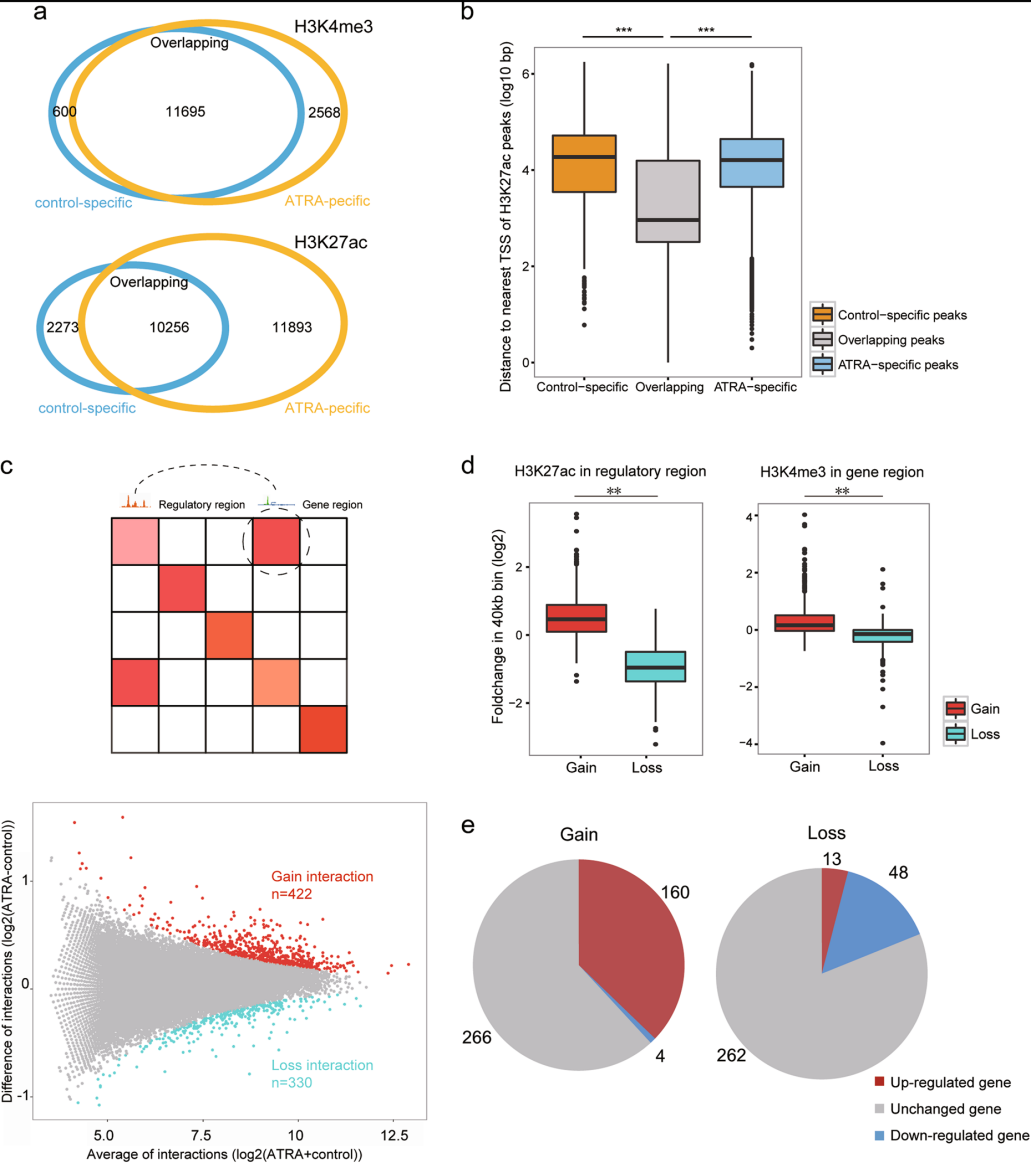
Differential gene-regulatory interaction analysis upon ATRA induction **a** Venn diagram showing the H3K4me3 peak overlaps between the control and ATRA-treated HL-60 cells (upper panel). Similar diagram showing the H3K27ac peak overlaps (lower panel). **b** Boxplot showing the log10 distance to the nearest TSS of the overlapping ATRA-specific and control-specific H3K27ac peaks shown in Fig. 3a. Specific peaks are significantly farther from the TSS than overlapping peaks. The *p*-value was determined by a Mann–Whitney *U*-test: **p-value < 0.001, ***p-value < 0.0001. **c** (upper panel) Schematic diagram of the gene-regulatory interaction definition. H3K27ac peaks distal to the TSS and H3K4me3 peaks in the promoters are used to define the regulatory regions and gene regions, respectively. Hi-C counts in corresponding bin represent the gene-regulatory interaction intensity. (lower panel) MA-plot showing the differential interaction analysis. Red dots denote interactions with enhanced intensities in the ATRA-treated cells (referred to as Gain, *p*-value with Benjamini correction < 0.001). Cyan dots denote interactions with weakened intensities in the ATRA-treated cells (referred to as Loss, *p*-value with Benjamini correction < 0.001). **d** Boxplot showing that the H3K27ac signal in regulatory regions (left) and H3K4me3 signal in gene regions (right) are increased in Gain interactions and decreased in Loss interactions upon ATRA induction. The *p*-value was determined by Mann–Whitney *U*-test: **p-value < 0.001, ***p-value < 0.0001. **e** Pie chart showing that gain interactions enrich more upregulated genes and loss interactions enrich more downregulated genes

Chromatin interactions can move distal regulatory elements, promoters and the TSS to the proximity required for transcription regulation^32,33^. To describe these functional chromatin interactions, we first divided the whole genome into 40 kb bins. Next, the bin was annotated as a “gene region” if it contained the promoters of the expressed genes or a “regulatory region” if it contained H3K27ac peaks distal to the promoter (Fig. 3c). Then, the Hi-C contacts between a gene region and a regulatory region were used to represent the gene-regulatory interaction intensity. We selected differential gene-regulatory interactions according to the significance of the difference in the Hi-C contacts between the control and ATRA-treated cells (*p*-value with Benjamini correction <0.001, see Methods) and identified 422 pairs of increased-intensity gene-regulatory interactions (referred to as “Gain”) and 330 pairs of reduced-intensity interactions (referred to as “Loss”) (Fig. 3c). The changes in the gene-regulatory interactions were coordinated with the whole TAD chromatin interaction alterations (Fig. S12). Comparing the fold changes in the H3K27ac signal in the regulatory bins and the H3K4me3 signals in the corresponding gene regions following the ATRA induction, we found that both signals were significantly increased in Gain interactions, while those in Loss interactions showed the opposite trend (Fig. 3d). These results can, at least partially, explain the positive correlation between active histone states and chromatin interaction intensities and the corresponding positive correlation with the differential gene expression that was initially observed. Indeed, 430 and 323 genes were involved in the Gain and Loss gene-regulatory chromatin interactions, respectively; of these genes, 164 and 61 were differentially expressed upon the ATRA induction (Fig. 3e). 

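Supplementary File S6 lists 1645 differentially expressed genes (the paper counts 1649) and the interaction type of each. The 164 genes marked Gain and 61 marked Loss are the numbers the paper gives, so these lists are complete. Of the 225 genes, 218 were placed on hg19 by their symbol, 4 by an older symbol and 3 were not matched. The 40 kb bin holding the TSS was taken as the gene region, and bins shared by several genes were counted once. H3K4me3 in a bin was the length under peaks, averaged over the replicates, with the pseudocount used for the TADs. The mean log2 change was 0.59 ± 0.66 (SD, n = 147 bins) for Gain and −0.08 ± 0.41 (SD, n = 56 bins) for Loss. The difference was 0.67 (two-sided permutation test over bins, p = 1e-05, the smallest possible). H3K4me3 rose in 135 and fell in 9 of the Gain bins, and rose in 22 and fell in 33 of the Loss bins. From the libraries numbered 1 and 2, the Gain means were 0.48 and 0.73. The Loss means were −0.19 (16 bins rose and 39 fell) and 0.058 (32 rose and 23 fell), so the direction for Loss against 0 differed between the replicate numbers. The genome-wide log2 ratio of total lengths, without a pseudocount, was 0.08 and 0.38 in these libraries. In both replicate numbers the Loss mean lay below that ratio and the Gain mean above it. The setting that moved this difference most was 2 kb on either side of the TSS in place of the bin, with 0.30 (permutation test, p = 5e-05). The genes tested are only those that were also differentially expressed. The H3K27ac signal of the regulatory bins was not analyzed here, because their positions are not in that list.

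Among the Gain genes, CD38 (chromosome 4, 15779898 to 15854855, plus strand) had 4547 and 19838 bp under H3K4me3 peaks in its bin in the 2 replicates of ATRA-treated cells, and 1409 and 1022 bp in those of control cells. H3K27ac covered 21015 and 27579 bp and 2307 and 6193 bp, respectively. RUNX3 (chromosome 1, 25226002 to 25291612, minus strand) had 824 and 374 bp of H3K4me3 in its bin in ATRA-treated cells and none in control cells. Over the whole gene, most of which lies outside that bin, 7521 and 7562 bp were covered in ATRA-treated and 7496 and 5062 bp in control cells. Both Loss genes examined moved the other way. GATA2 had 7596 and 8347 bp in ATRA-treated and 16334 and 13578 bp in control cells, and ZBTB16 had 3127 and 4760 bp and 8237 and 6577 bp, respectively. In each of these 4 bins, both ATRA replicates lay on the same side of both control replicates for H3K4me3.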

The proportion of DEGs involved in the differential gene-regulatory chromatin interactions was significantly (Fisher’s exact test *p*-value < 1×e^−22^) higher than that in the whole genome (12,266 total genes with 1649 DEGs). Thus, the Gain or Loss interactions likely caused the corresponding genes to upregulate or downregulate, respectively. This finding indicates that most gene-regulatory interactions likely enhance or at least facilitate the target gene expression, which may be in stark contrast to the majority of intergenic interactions in the heterochromatin regions that repress or silence gene expression^32,34^.

### Differential gene-regulatory chromatin interactions were correlated with the changes in chromatin accessibility

The binding of transcription factors on accessible chromatin regions regulates enhancer activity and gene expression and orchestrates cell differentiation^35,36^. To characterize the chromatin accessibility changes upon the ATRA induction, we performed ATAC-seq in independent biological replicates of control and ATRA-treated cells. We identified 41,988 peaks in the ATRA-treated cells and 30,870 peaks in the control cells. Overall, 18,446 peaks could only be identified in the ATRA-treated cells (referred as ATRA-specific peaks), while 7328 peaks could only be identified in the control cells (referred as control-specific) (Fig. 4a). By annotating the ATAC-seq peaks according to their genome location, we noticed that the proportion of promoters in the specific peaks was lower than that in the overlapped peaks (Fig. 4b), suggesting that the chromatin accessibility changes occurred mainly in distal regulatory regions.

**Fig. 4:**
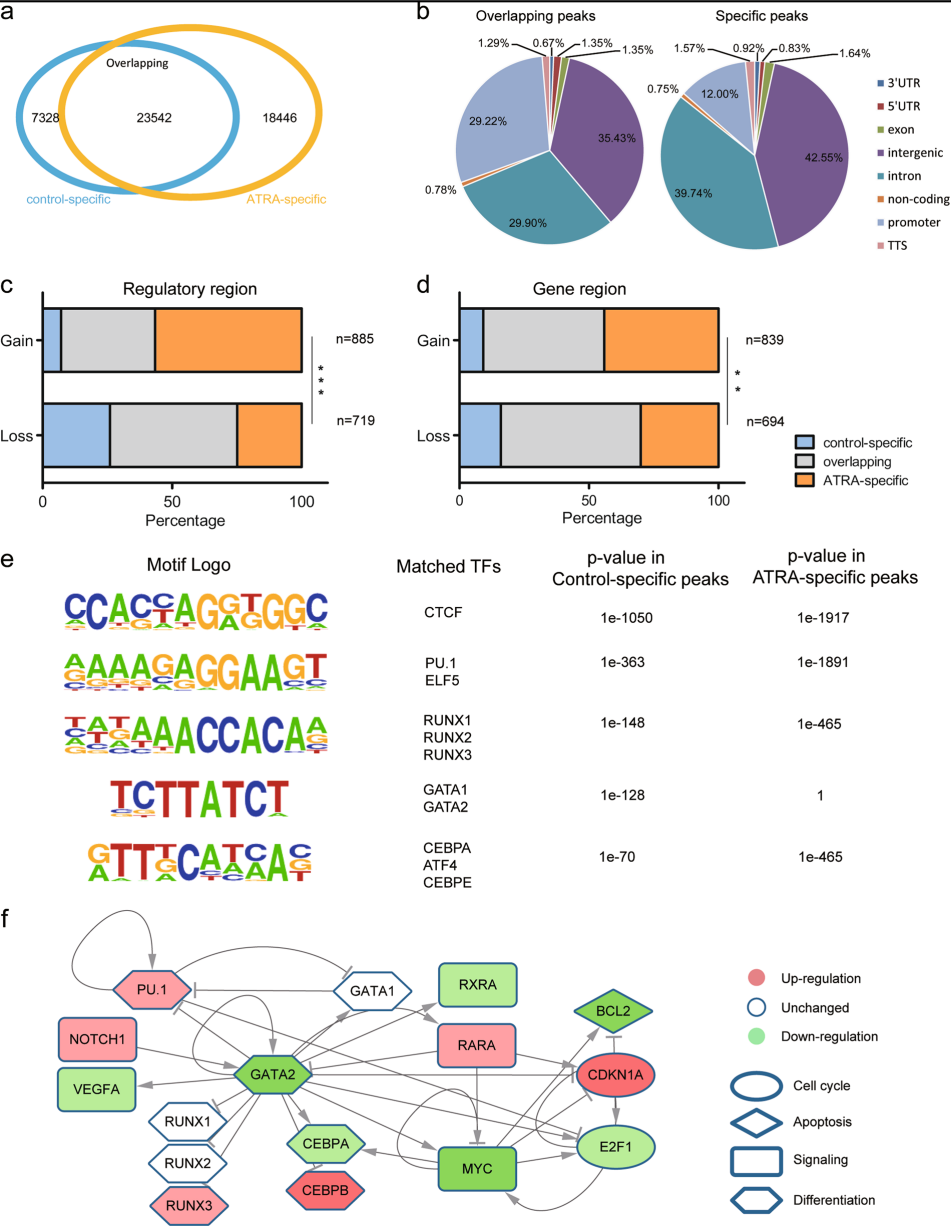
Changes in chromatin accessibility correlated with gene-regulatory interaction variation **a** Venn diagram showing the ATAC-seq peak overlaps between the control and ATRA-treated HL-60 cells. **b** Pie chart showing the annotation of the overlapping and specific ATAC-seq peaks. Proportion of promoter peaks is significantly lower in the specific peaks than that in the overlapping peaks. **c** Accumulation bar-plot showing the enrichment of ATAC-seq peaks in regulatory regions of Gain or Loss interactions. *p*-Value was determined by Fisher exact test: **p-value < 1e−10, ***p-value < 1e−22. **d** Similar to Fig. 4c showing enrichment in gene regions. **e** Homer de novo motif analysis of specific ATAC-seq peaks. Motifs are ordered by significance in the control-specific peaks from top to bottom. GATA motif was only significantly enriched in the control-specific peaks. **f** Core transcription regulation network of the ATRA-induced differentiation process. Shapes of nodes represent their biological function, including cell cycle (ellipse), apoptosis (diamond), signaling (rectangle), and differentiation (hexagon). Colors of nodes represent expression changes upon ATRA induction, including upregulation (red), downregulation (green), and unchanged (white)

To uncover the correlation between the differential gene-regulatory chromatin interactions and transcription factor binding. We counted the ATAC-seq peaks located in the gene and regulatory regions of the differential interactions and found that Gain and Loss interactions enriched the ATRA-specific and control-specific peaks, respectively (Fig. 4c). The regulatory regions showed a stronger enrichment tendency than the gene regions, suggesting that the changes in TF binding in the open chromatin regions, particularly in distal regulatory regions, modulate the formation of the chromatin interactions.

Next, to characterize the transcription factor binding states following ATRA induction, we performed a motif analysis in control specific or ATRA specific ATAC-seq peaks using the software HOMER. Most transcription factors, including CTCF, PU.1, RUNX, and CEBP, were highly similar between the ATRA-treated or control cells (Fig. 4d). A modest upregulation of PU.1 mRNA (~1.9-fold) was observed, indicating that PU.1 was activated by ATRA and bound to open chromatin to orchestrate the differentiation process. Among the RUNX family members, only RUNX3 showed significant mRNA level changes following the ATRA treatment (~3.2-fold, upregulated), suggesting that it potentially performs a regulatory function in ATRA induction. In addition, we observed that both binding motifs and the expression of GATA2 were enriched only in the control cells (Fig. 4d, S14, S16). GATA2 mRNA was significantly downregulated after differentiation (~0.06-fold, downregulated), suggesting that the loss of GATA2 binding may facilitate the ATRA induction process. To further delineate the relationship between the transcription factors and DEGs during differentiation, we mapped the above-mentioned transcription factors and DEGs to the HTRI TF-Target network (Fig. S15)^37^. In the network, we found that GATA2 acted as the most important hub node with the highest network degree. Furthermore, GATA2 exhibited interactions with most transcription factors enriched with ATAC-seq peaks and known key regulatory factors for granulocytes differentiation (Fig. 4f). Altogether, by integrating chromatin accessibility information and the transcription regulatory network, we showed that GATA may act as a crucial transcription factor during ATRA-induced HL-60 differentiation.

### ATRA induction decreased the chromatin interactions between the GATA2 promoter and regulatory regions

According to the differential gene-regulatory chromatin interaction analysis, we observed a significant decrease in the interactions between gene regions containing *Gata2* and upstream regulatory regions following the ATRA stimulation (Fig. S16). To characterize the chromatin conformation relating to *Gata2* in detail, we performed circular chromatin conformation capture (4C) in the control and ATRA-treated cells using the *Gata2* promoter as bait. In the control cells, we found that the promoter of *Gata2* had strong chromatin interactions primarily with three upstream enhancers (i.e., chr3:128240590–128254410, 128262419–128292429, and 128309790–128334446) marked by H3K27ac peaks. 

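GATA2 lies on chromosome 3 of hg19 from 128198270 to 128212044 on the minus strand, so that the enhancers, called E1 to E3 in this order, are upstream of its TSS at 128212044. They lie 28.5 to 42.4 kb (E1), 50.4 to 80.4 kb (E2) and 97.7 to 122 kb (E3) from it. E1 and E3 overlap no annotated gene, and E2 overlaps LINC01565 and another long non-coding RNA gene. The primers of the 4C bait match this build from 128212303 to 128212339 and from 128212910 to 128212935, upstream of the TSS. In the control cells, 1 H3K27ac peak in each replicate covered 3668 and 3936 bp of the 13821 bp of E1. Of the 24657 bp of E3, 15948 and 17344 bp were under 2 peaks in each replicate. E2 had 2 short H3K27ac peaks in control replicate 1, which covered 1077 of its 30011 bp, and no peak in control replicate 2. H3K27ac also covered 2001 and 1933 bp of the 2001 bp promoter interval from 128212030 to 128214030, which holds the 5′ end of GATA2 and the antisense gene GATA2-AS1. H3K4me3 peaks covered the whole promoter interval in both control replicates, 2034 and 1590 bp of E1, and no part of E2 or E3.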

The position of enhancer E3 (~80 kb upstream of the GATA2 promoter) was very close to a known enhancer^38^, confirming the reliability of our 4C data. 

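In the ATRA-treated cells, no H3K27ac peak lay in the 2001 bp GATA2 promoter interval, in E1 or in E2 in either replicate. E3 had 4 H3K27ac peaks in each replicate, which covered 6784 and 11098 bp, compared with 2 longer peaks over at least 15948 bp in each control replicate. Both ATRA replicates were thus below both control replicates at the promoter, E1 and E3. At E2 only control replicate 1 had peaks, so the change there was within the spread of the control replicates. Summed over these 4 regions, control cells had 14012.5 bp more under H3K27ac peaks than ATRA-treated cells, and from 11855.5 to 16169.5 bp more when each library was left out in turn. At a threshold of 5 on −log10 q this sum was 1000.5 bp, with no difference left at E1 or E3. The −log10 q of matched H3K27ac peaks barely repeated between replicates (rank correlation of 0.0671 in ATRA-treated and 0.0517 in control cells). This threshold therefore cannot decide whether the difference at E1 and E3 holds. H3K4me3 was also lost from most of the promoter interval, with 0 and 200 bp covered in the ATRA replicates, and from E1, where no peak was listed. A single H3K4me3 peak remained within the gene in each ATRA replicate, from 128204173 to 128211768 in replicate 1 and from 128204137 to 128211696 in replicate 2, ending short of the TSS. The only H3K27ac peak within the gene in ATRA-treated cells was one of 690 bp in replicate 2. No test at a single locus was run, because an exact permutation test of 2 libraries against 2 cannot give a p below 0.33.

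**Figure D4:**
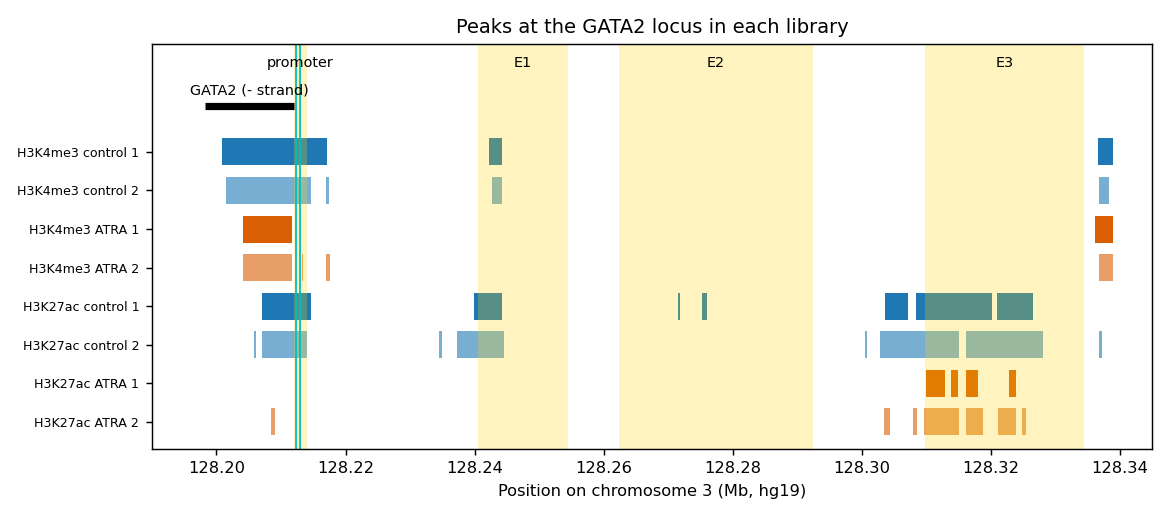
Peaks of each library (horizontal bars) along chromosome 3 of hg19, in Mb, with GATA2 drawn as a black bar. Yellow areas are the promoter interval and E1 to E3, and cyan lines mark the 4C bait; H3K27ac peaks lie over the promoter and E1 in both control libraries and in neither ATRA library, while E3 has peaks in all 4.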

After the ATRA stimulation, the interaction intensities between the *Gata2* promoter and upstream regions decreased in varying degrees (0.54-, 0.46-, and 0.4-fold for E1, E2, and E3, respectively) consistently with the decrease in H3K27ac (Fig. 5a). The motif analysis showed that these regions harbored the PU.1/RUNX1 and GATA motif separately, and the open chromatin state was only observed in the control cells (Fig. 5a). The loss of key transcription factor (PU.1/RUNX1/GATA) binding at distal regulatory regions appears to break the chromatin loop and suppress GATA2 expression. To further validate the loop disappearance upon ATRA induction, we performed three-dimensional DNA fluorescent in situ hybridization (FISH) in the control and ATRA-treated cells. The probes representing the *Gata2* promoter and enhancer E3 showed a greater overlap in the control cells than in the ATRA-treated cells (Fig. 5b). Additionally, the Pearson correlation coefficient between the two probes was higher in the control cells than that in the ATRA-treated cells, further verifying the broken loop upon ATRA induction (Fig. 5c).

**Fig. 5:**
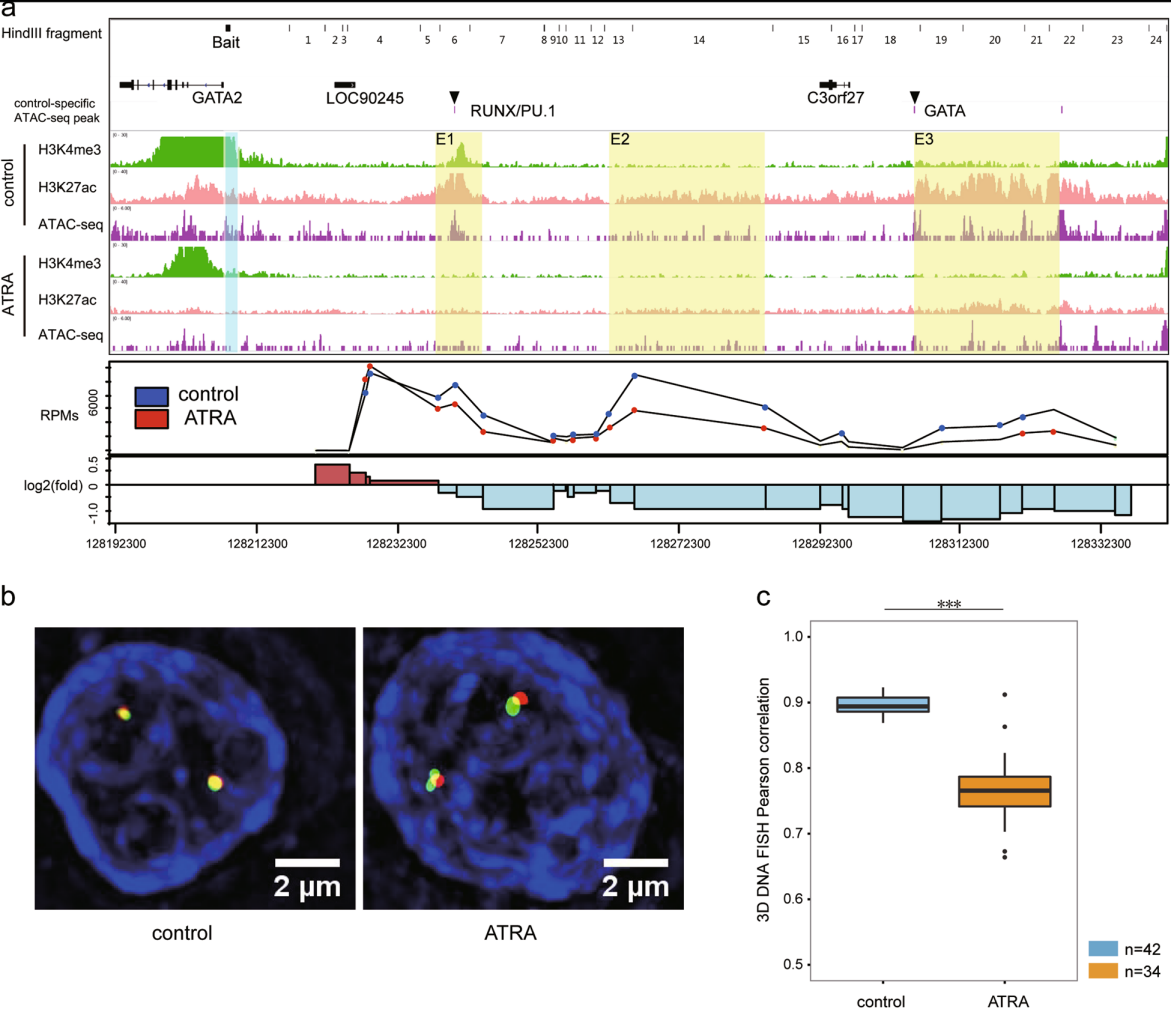
Chromatin conformation in GATA2 locus is significantly changed upon ATRA induction **a** Diagram showing ChIP-seq, ATAC-seq, and 4C-seq results of GATA2 promoter and upstream regions. (upper panel) HindIII cutting sites, gene annotation, and control-specific ATAC-seq peaks. Transcription factors with enriched motifs in the peak are labeled. (middle panel) Genome browser views of ChIP-seq and ATAC-seq results of control and ATRA-treated HL-60 cells; semitransparent cyan color labels the bait site used in 4C-seq, and semitransparent yellow color labels the putative enhancers recognized in 4C-seq. (lower panel) 4C-seq results of control and ATRA-treated HL-60 cells using the bait mentioned above. Red dots indicate 4C-seq RPMs in the ATRA-treated cells, and blue dots indicate RPMs in the control cells; only fragments with significant interactions with the bait are shown. Log2-foldchange of RPMs is shown in the lowest bar graph. **b** DNA FISH showing the loss of the chromatin loop between the GATA2 promoter and enhancer. BAC probes containing the promoter (red) and enhancer (green) were more separated in the ATRA-treated cells (right) than in the control cells (left). **c** Loci of promoter and enhancer interacted more in the control cells than in the ATRA-treated cells. *p*-Value was determined by Mann–Whitney *U*-test: **p-value < 0.001, ***p-value < 0.0001

### Loss of 5′–3′ loop may inhibit ZBTB16 mRNA expression

Another important gene with a high degree in the transcription regulation network (Fig. S15) that encodes the zinc finger protein ZBTB16 (also known as PLZF) was also involved in the differential gene-regulatory interactions. The gene expression and chromatin interaction of this gene were dramatically decreased following the ATRA stimulation (Fig. S17). A previous study using ChIA-PET identified three upstream and two downstream anchors with CTCF binding around the *Zbtb16* gene locus in the K562 cell line (Fig. 6a)^39^. To determine whether the chromatin loops found by ChIA-PET changed upon ATRA induction, we performed a 4C analysis using the five ChIA-PET anchors as baits. The result of one 3′ anchor was a disappearance of the chromatin loop between 5′ and 3′ of *Zbtb16*, accompanied by a significant decrease in ZBTB16 mRNA (Figure S17). This result was consistent with the previous knowledge that the 5′ and 3′ loop maintains a high gene expression level^40^. In both the ATRA-treated and control cells, an ATAC-seq peak was observed in the 5′ of *Zbtb16*. Unexpectedly, only the peak in the ATRA-treated cells enriched the PU.1 motif, suggesting that PU.1 may bind to the 5′ anchor following the ATRA treatment. Furthermore, the transcription regulation of the chromatin conformation does not solely exist in GATA2. Based on these results, we propose two models that explain the chromatin structure, transcription factor binding and gene expression alterations during ATRA-induced differentiation in the *Gata2* and *Zbtb16* regions. In the *Gata2* region, PU.1, RUNX1, and GATA2 bind upstream enhancers, maintain the chromatin loops and facilitate transcription (Fig. 6b). The ATRA treatment causes the loss of transcription factor binding, disrupts chromatin loops and inhibits *Gata2* transcription. In the *Zbtb16* region, the 5′ and 3′ loop maintains the continuous transcription of *Zbtb16* in the control cells. Following the ATRA treatment, in contrast to *Gata2*, new binding of PU.1 breaks the chromatin loop and inhibits transcription (Fig. 6c).

**Fig. 6:**
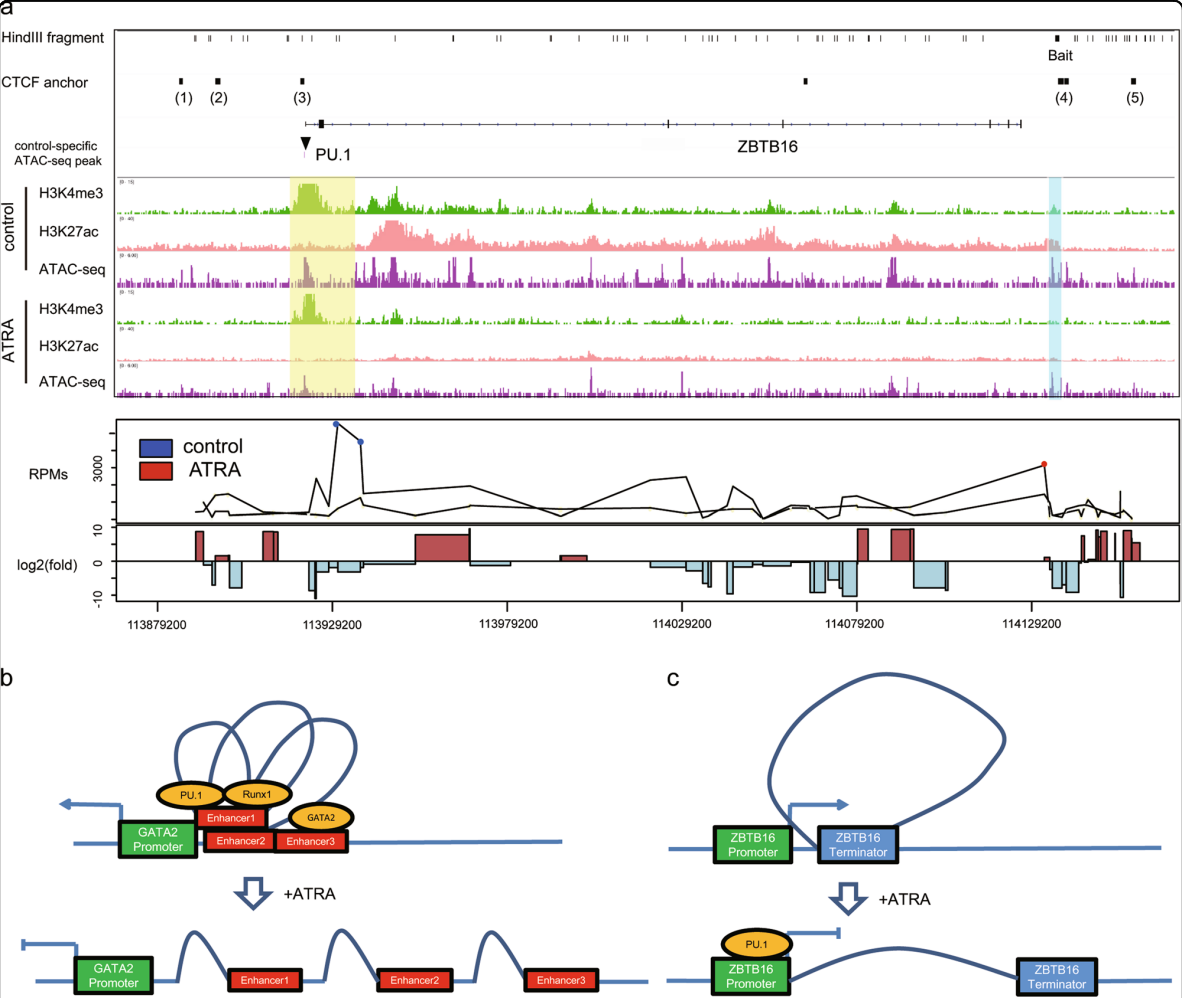
5′–3′ loop of ZBTB16 was lost upon ATRA induction **a** Diagram showing ChIP-seq, ATAC-seq and 4C-seq results of ZBTB16. (upper panel) HindIII cutting sites, gene annotation and control-specific ATAC-seq peaks. Transcription factors with enriched motifs in the peak are labeled. (middle panel) Genome browser views of ChIP-seq and ATAC-seq results of ATRA-treated and control HL-60 cells; semitransparent cyan color labels the bait site used in 4C-seq, and semitransparent yellow color labels the site with a strong interaction with the bait recognized in 4C-seq. (lower panel) 4C-seq results of ATRA-treated and control HL-60 cells using the bait mentioned above. Red dots indicate 4C-seq RPMs in the ATRA-treated cells, and blue dots indicate RPMs in the control cells; only fragments with significant interactions with the bait are shown. Log2-foldchange of RPMs are shown in the lowest bar graph. **b** Model depicting the change in the chromatin architecture around the *Gata2* gene. **c** Model depicting the change in the chromatin architecture around the *Zbtb16* gene

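ZBTB16 lies on chromosome 11 of hg19 from 113929763 to 114127487 on the plus strand. The 4C bait primers match from 114130511 to 114132021, with the nearer end 3024 bp past the 3′ end of the gene. In the control cells, 9 and 18 H3K27ac peaks overlapped the gene in replicates 1 and 2 and covered 35629 and 50984 bp of it. The longest ran from 113947930 to 113965694 in replicate 1 and from 113947630 to 113975788 in replicate 2, within the first part of the gene. In the ATRA-treated cells, 1 and 2 peaks covered 438 and 1700 bp. The means were 1069 ± 892 bp (SD, n = 2) in ATRA-treated and 43306.5 ± 10858 bp (SD, n = 2) in control cells, a difference larger than the spread between replicates. On the bait itself, H3K27ac covered 396 and 1096 bp in the control replicates and nothing in the ATRA replicates. H3K4me3 changed less, with 3023 and 4760 bp of the gene covered in ATRA-treated and 6864 and 4768 bp in control cells. Its peak at the 5′ end was 3127 and 4180 bp long in the ATRA replicates and 6150 and 6577 bp long in the control replicates.

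**Figure D5:**
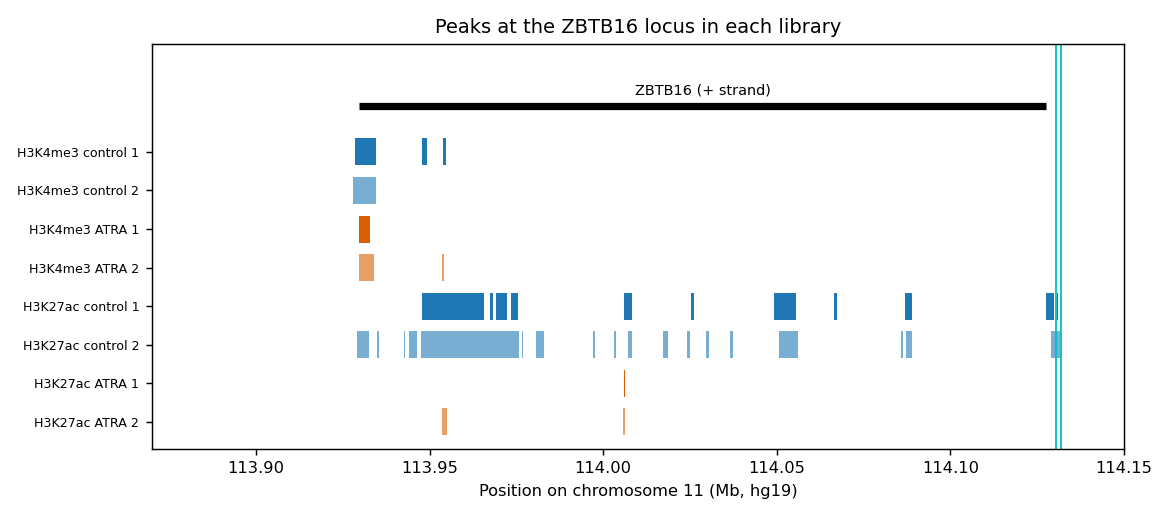
Peaks of each library (horizontal bars) along chromosome 11 of hg19, in Mb, with ZBTB16 drawn as a black bar and the 4C bait between the cyan lines. Control libraries have 9 and 18 H3K27ac peaks over the gene and ATRA libraries have 1 and 2, while H3K4me3 lies at the 5′ end in all 4.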

## Discussion

TADs are stable structural and functional units of a genome, and have been shown to maintain their positions in different cell types during ES cell differentiation or following drug treatment^6,41^. We also obtained similar TAD classification results in the control and ATRA-treated cells. However, a small proportion of TADs exhibited significant changes in the internal chromatin interaction frequency (Fig. 2c), indicating that the local chromatin structure within the TADs was altered upon ATRA induction. We observed that the DEGs tend to locate in certain TADs with distinct internal chromatin interaction changes, suggesting the existence of a positive correlation between transcription and chromatin interaction frequency. Our data showed that the internal chromatin interaction frequency in TADs could also be cell type specific and that TADs with distinct changes may be crucial for the differentiation process.

Chromatin interactions maintain special contact between genes and distal regulatory elements, such as enhancers and promoters, ensuring the rapid and precise regulation of gene expression^7,42^. Previously reported myeloid differentiation marker genes, such as *cd38*^43^ and *ncf2*^44^, were found to be involved in differential gene-regulatory interactions, indicating that specific changes in chromatin interactions may regulate the expression of important genes. Nevertheless, although genes with differential gene-regulatory chromatin interactions showed a higher proportion of differential expression, several DEGs did not exhibit differential interactions. For example, the retinoic acid receptor gene *rara*^45^ was upregulated upon the induction, but its promoter did not show any differential interactions with regulatory regions, suggesting that it was be regulated locally (Fig. S13). Interestingly, the ChIA-PET data revealed that widespread promoter-centered chromatin interactions associated with RNA polymerase II facilitate gene expression;^12^ however, PML/RARα-mediated chromatin interactions have been shown to inhibit downstream gene expression, suggesting that the effects of chromatin interactions on transcription are complex. In our data, most gene-regulatory interactions were positively correlated with gene expression (Fig. 3d, e), indicating that transcription-activated chromatin interactions are in the majority. However, we also found 4 downregulated genes in Gain interactions and 13 upregulated genes in Loss interactions, suggesting that a small proportion of transcription-repressed interactions may exist.

One of critical features of leukemia is differentiation blockage^46,47^. ATRA releases this blockage, induces cells into granulocyte differentiation and finally cures the disease^48^. Transcription factors have been shown to be key determinants of differentiation fates. Among the TFs, GATA2 is preferentially transcribed in hematopoietic stem cells (HSCs) and is crucial for the proliferation and self-renewal of HSCs^49,50^. The GATA2 gain-of-function mutant was shown to be associated with the AML transformation into CML^51^. In our study, both the expression level and genomic binding of GATA2 were downregulated upon ATRA induction. Furthermore, in the transcription regulation network, GATA2 exhibited a regulatory potential for nearly all DEGs, suggesting that GATA2 is important for ATRA-induced cell differentiation. The promoter–enhancer loop and 5′–3′ loop were the basic types of chromatin loops that facilitated gene transcription^52^. The loop structure around *Gata2* and *Zbtb16* in the control cells was consistent with these two types, showing the applicability of our differential gene-regulatory interaction analysis.

In summary, we established an experimental and computational framework integrating multiple omics data to study the relationship between the chromatin conformation and transcription regulation (Fig. S18). Applying this framework to the ATRA-induced leukemia differentiation process, we propose that specific chromatin conformation alterations affect pivotal gene transcription and chromatin conformation and provide a novel type of potential drug targets for disease therapy.

## Materials and methods

### Cell culture and ATRA induction

HL60 cells were purchased from China Infrastructure of Cell Line Resources (Peking Union Medical College, Beijing, China). The cells were maintained in RPMI-1640 medium (Gibco, USA) supplemented with 10% fetal bovine serum (FBS, Gibco, USA), 50 units/ml penicillin and streptomycin (Gibco, USA), and Non-Essential Amino Acids (Gibco, USA) as previously described^53^.

For the granulocytic differentiation, 2 × 10^5^/ml HL-60 cells were treated with 1 μM ATRA (1 mM stock in ethanol, Sigma, USA) for 4 days (referred to as the ATRA group) as previously described^54^. Cells treated with an equal amount of ethanol were referred to as the control group. On day 2, the medium was changed, and ATRA/ethanol was added.

For the morphological assessment, the HL-60 cells were harvested, fixed in 4% paraformaldehyde (Thermo Fisher, USA) at room temperature (RT), and stained with 2 μg/ml DAPI (Sigma, USA) in 1× PBS for 15 min at RT. After washing twice with 1× PBS, one droplet of cells was placed on Superfrost slides (Thermo Fisher, USA), which were mounted with 0.17 mm cover slides (Thermo Fisher, USA) by Prolong Gold anti-fade mounting media (Thermo Fisher, USA). The cell nucleus morphology was observed under a Caul Zuess LSM780 confocal scanning laser microscope (CLSM) equipped with ×63 APO PLAN oil lens and 405 nm diode laser. The images were processed using FIJI software. The granulocytic differentiation and cell surface marker were analyzed by flow cytometry (LSRfortessa, Becton–Dickinson, USA) as previously described^43^. In brief, ~1 × 10^6^ cells were washed with MACS buffer (1× PBS with 1 mM EDTA and 1% FBS) and stained with PE-conjugated anti-CD11b and APC-conjugated anti-CD14 antibodies (Becton–Dickinson, USA) for 60 min at 4 °C in the dark. The cells were then washed two times with MACS buffer and analyzed by flow cytometry with a minimum acquisition of 10,000 events. Non-binding mouse PE and APC-labeled IgG (Becton–Dickinson, USA) were used as controls. The flow cytometry data were processed using FlowJo software.

### Real-time reverse transcription-polymerase chain reaction

The gene expression was examined by performing an RT-PCR analysis using previously described protocols^55^. Total RNA was extracted using TRIZOL reagent and reversely transcribed using a first-strand cDNA synthesis kit (Takara, China) according to the manufacturer’s protocol. Real-time RT-PCR was performed using SYBR Green II (Takara, China) and inventoried assay on CFX96 Real-Time PCR platform (Bio-Rad, USA). The housekeeping gene glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was used as an internal control for normalization. The gene-specific primers were synthesized by Sangon Biotech (China), and their sequences are listed in Supplementary File S4.

### Hi-C library construction and data analysis

The in situ Hi-C library construction of the control and ATRA-treated cells was performed as previously described^56^ with some modifications. Briefly, the cells were treated with 1% formaldehyde to crosslink protein–protein and protein–DNA in the cells, and then, the cells were suspended using lysis buffer (50 mM HEPES-KOH, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, and 0.1% SDS). The genome was then digested by enzyme HaeIII into fragments with blunt-ends. The blunt-ends of the DNA fragments were treated with adenine and ligated with bridge linker containing biotin for 4 h at 16 °C. The unligated DNA fragments were digested with exonuclease (NEB). Next, the cells were digested by Proteinase K (Ambion) overnight, and the DNA was purified using phenol–chloroform (Solarbio) extraction with ethanol precipitation. Then, the DNA was fragmented using an S220 Focused-ultrasonicator (Covaris), and the biotin-labeled DNA fragments were pulled by streptavidin coated Dynabeads M280 (Thermo Fisher). The library from the beads was subjected to Illumina sequencing and amplification by PCR. After purification with the AMPure XP beads (Beckman, Germany), the libraries were sequenced on an Illumina HiSeq 2500 sequencer.

The Hi-C data analysis was performed as follows. First, the reads were trimmed by bridge linker (Sequence: CGCGATATCTTATCTGACT or GTCAGATAAGATATCGCGT), and the 5′ fragments were maintained if the full linker separated the reads into two fragments. Second, the trimmed reads were mapped to the human genome reference hg19, and duplications were removed. Third, the distance threshold of the paired reads was estimated by strand information, and the span of the paired reads and strand information were combined to classify the interaction pairs into full segments (no ligation occurred within the pairs), self-ligations, inter-chromosomal ligations, and intra-chromosomal ligations. The threshold for intra-chromosomal ligations was ~3 kb for a 4-base pair restriction enzyme. The definitions of full segments and self-ligation are as previously described (6), and detailed statistical information is provided in Supplementary File S3.

For the Hi-C data correction, we used the iterative correction method (ICE)^57^ to correct systematic biases. The compartment pattern analysis was performed as previously described^58^. In brief, interaction matrices at a 40 kb resolution were first generated, and a principal component analysis was then performed. The first principle component was used to define the compartment pattern. Replicate data were used to classify the compartments separately, and compartment changes were defined using both replicates. For the TAD classification, we used Clustering-based Hi-C Domain Finder (CHDF) as previously described^29^.

### Calculation of fold changes in TAD interactions

To calculate the fold changes in the TAD internal and external Hi-C count upon ATRA induction, we first calculated the fold changes between the replicates. For each TAD, the fold changes in the replicates of the control and ATRA-treated cells were combined to generate a background distribution (internal and external fold changes were calculated separately). Then, the fold changes between the ATRA-treated and control cells were introduced into the background distribution to obtain a *p*-value based on their position in the background distribution. TADs with a *p*-value < 0.05 in both replicates were defined as significantly changed TADs. The results of all TADs are shown in Supplementary File S5.

### Differential gene-regulatory interaction analysis

The chromosomal sequencing was divided into 40 kb bins. Once the H3K4me3 peaks attained by ChIP-seq were located within the spread of the TSS in an expressed gene, the bin in which the H3K4me3 peak was located was labeled the gene region. In addition, the H3K27ac peaks that were not located within the spread of the TSS as regulatory sequences were assigned into bins labeled regulatory regions.

We generated a chromatin interaction matrix at a 40 kb resolution using the Hi-C data, and the counts in the corresponding element of the matrix indicate the interaction intensity between the gene and regulatory regions. For example, if the *i*th bin is a gene region and the *j*th bin is a regulatory region, counts of [*i,j*] represent the gene-regulatory interaction. Gene-regulatory chromatin interactions within the same TADs were considered input in the differential interaction analysis (Supplementary File S5). A differential interaction analysis was performed using the MA-plot-based method with a random sampling model. In brief, we assumed that the counts of specific interactions follow a binomial distribution. Let C1 and C2 denote the counts of a specific gene-regulatory interaction obtained from control and ATRA-treated cells with Ci~binomial (*ni*, *pi*), *i* = 1, 2, where *ni* denotes the total number of Hi-C counts, and *pi* denotes the probability of a count originating from that gene-regulatory interaction. We define *M* = (log2C1−log2C2)/2, and *A* = (log2C1 + log2C2)/2. Under the random sampling assumption, the conditional distribution of *M* given that *A* = *a* (*a* is an observation of *A*) follows an approximate normal distribution. For each gene-regulatory interaction on the MA-plot, we perform hypothesis testing of H0: p1 = p2 vs. H1: p1 ≠ p2. Then, a *p*-value is assigned based on the conditional normal distribution. The analysis was performed using the DEGseq package in R 3.3.1 with the parameter setting ‘MARS’^59^. The data replicates were combined to improve the accuracy. The differential gene-regulatory interactions associated with the DEGs are shown in Supplementary File S6.

### RNA-Seq library construction and data analysis

Total RNA was extracted from the control and ATRA-treated cells using TRIZOL (Ambion, USA) as previously described^60^. The library construction and sequencing were performed by ANOROAD (China).

For the RNA-Seq analysis, the adapter sequences were first removed. Ribosomal RNA reads, if any, were filtered using Bowtie. After the quality filtering and adapter removal steps, the reads were aligned to a transcriptome and quantified using RSEM v.1.2.7. The annotation file was downloaded from the University of California, Santa Cruz (UCSC) genome browser, human hg19 assembly. The differential gene expression was calculated using the Deseq2 version 1.4.5 package according to the mean value of the gene-wise dispersion estimates^61^. The differential expression analysis results are shown in Supplementary File S6. To identify the significantly DEGs, we used an adjusted *p*-value of 0.01 and a log2-fold change>0.9. A Gene Ontology analysis was performed using DAVID. The RNA-seq plots were confirmed using the ggplot2 package in R 3.3.1.

### ChIP-seq library construction and data analysis

The ChIP-seq analysis of the control and ATRA-treated HL-60 cells was performed as previously described^40,41^. The cells were treated with 1% formaldehyde to crosslink. Then, the cell membrane was broken using lysis buffer (50 mM HEPES-KOH, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, and 1% SDS). Chromatin were resuspended using FA lysis buffer (50 mM HEPES-KOH, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, and 0.1% SDS) and fragmented by an ultra-sonication processor (Cole-Parmer, USA). Immunoprecipitation was performed overnight using Dynabeads (Thermo Fisher) pre-incubated with anti-H3K4me3 and H3K27ac antibodies (Abcam, England). After washing and purifying the DNA, we constructed libraries using a TruePrep DNA Library Prep Kit (Vazyme, China) according to the manufacturer’s protocol. Fragmented genomic DNA was also used to construct the libraries as input for ChIP-seq. The libraries were sequenced using an Illumina HiSeq 2500 sequencer.

For the ChIP-Seq analysis, the adapter sequences were first removed. Then, the reads were aligned to the human hg19 assembly using Bowtie. The histone modification peaks were called by MACS2^62^ using the parameter setting ‘-g hs --nomodel --broad’. All peaks are listed in GEO data set mentioned below. The peaks found in both replicates (using bedtools with a 1 bp minimal overlap) were kept as convincing peaks. 

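The share of a library's peaks that overlapped a peak of the other replicate shows how much this step removes. For H3K4me3 it was 84.6% and 85.0% in replicates 1 and 2 of ATRA-treated cells and 74.5% and 96.2% in those of control cells. For H3K27ac it was 73.0% and 50.6% in ATRA-treated and 83.7% and 42.1% in control cells. In each condition, the H3K27ac library with more peaks therefore lost more of them. Taking the peaks of replicate 2 in place of replicate 1 gave 14007 and 12741 H3K4me3 peaks in ATRA-treated and control cells and 19915 and 12462 H3K27ac peaks. With the stretches shared by both replicates as peaks, the numbers were 14411, 12837, 22454 and 13534 in the same order. A reciprocal overlap of at least 50% lowered them to 12038, 10447, 10117 and 6419.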

Then, the convincing peaks in the control and ATRA-treated cells were compared to distinguish the ATRA-specific, control-specific and overlapping peaks. The peak comparisons were performed using intersectBed software in bedtools.

### ATAC-seq library construction and data analysis

The ATAC-seq libraries of the control and ATRA-treated cells were prepared as previously described^63^. Briefly, the samples were lysed in lysis buffer (10 mM Tris-HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_ and NP-40) for 10 min on ice to prepare the nuclei. Immediately after lysis, the nuclei were spun to remove the supernatant. The nuclei were then incubated with the Tn5 transposome and tagmentation buffer at 37 °C for 30 min (Vazyme, China). After the tagmentation, the stop buffer was directly added to the reaction to end the tagmentation. PCR was performed to amplify the library in 12 cycles. After the PCR reaction, the libraries were purified with 1.2× AMPure beads (Beckman, Germany). The libraries were sequenced using an Illumina HiSeq 2500 sequencer.

The removal of the adapter sequences and mapping were performed as described for the ChIP-seq library construction and data analysis. The ATAC-seq peaks were called by MACS2 using the default parameters. All peaks are listed in GEO data set mentioned below. The peak comparisons were performed as described for the ChIP-seq library construction and data analysis. To identify the sequence motif enriched in the ATAC-seq peaks, findMotifsGenome.pl in the HOMER program^64^ was used. AnnotatePeaks.pl was used to identify specific peaks that contain certain motifs. A GREAT analysis of the ATAC-seq peaks was performed as previously described^65^. The GREAT results are shown in Supplementary File S7.

### 4C-seq library construction and data analysis

The 4C-seq libraries of the control and ATRA-treated cells were prepared as previously described^66^. First, the cells were treated with 1% formaldehyde to crosslink, and the nuclei were isolated via resuspension in lysis buffer (500 μl 10 mM Tris-HCl pH 8.0, 10 mM NaCl, 0.2% Igepal CA-630 and 50 μl protease inhibitors). Then, the nuclei were washed with 1× NEBuffer2 (NEB, England) and treated with 0.3% SDS at 65 °C. HindIII digestion was performed at 37 °C overnight, and then, a proximity ligation was performed at 4 °C for 4 h. After reversing the cross-linking with a Proteinase K (Ambion, USA) treatment, the DNA was purified using a phenol–chloroform (Solarbio) extraction with ethanol precipitation. The second digestion step was performed using DpnII overnight. Then, we performed a second ligation and ethanol precipitation to extract the DNA. The DNA was finally purified using a QIAquick PCR purification kit (QIAGEN, Germany) according to the manufacturer’s protocol. After the PCR reaction, we purified the 4C library using AMPure beads (Beckman, Germany). The libraries were sequenced using an Illumina HiSeq 2500 sequencer. The primer sequences for GATA2 and ZBTB16 are listed in Supplementary File S4.

For the 4C-seq data analysis, the adapter sequences were first removed using cutadapt software in SAMtools. Bowtie was used to map the reads to the human hg19 assembly. Then, the mapped data were processed using the r3Cseq package in R 3.3.1 using RPM normalization.

### Fluorescent in situ hybridization

The GATA2 interaction genomic loci were viewed in the UCSC genome browser, and the BAC ends track was enabled to facilitate the determination of the suitable BAC clone. CTD-2306G6 (containing the GATA2 promoter, chr3:128212030–128214030) and RP11-722C17 (containing the GATA2 enhancer, chr3: 128309790–128334446) were purchased from Life Technologies. The BAC clones were isolated using an Epicenter BACMAX kit (Epicenter, USA) and then labeled with Alexafluor488 (GATA2 enhancer) and Alexafluor594 (GATA2 promoter) by nick translation. Briefly, 1 μg BAC clone was mixed with 2U *E. coli* DNA Pol I (NEB, England), 100 mU DNase I (NEB, England), 2.5 mM dNTP mix, and 1 mM fluorescent labeled dUTP and incubated at 15 °C for 2 h. The reaction was terminated by adding 2 μl 0.5 M EDTA, followed by an incubation at 85 °C for 20 min. Then, the probes were isolated by ethanol precipitation and resuspended in hybridization buffer (50% formamide, 2× SSC, and 10% Dextran Sulfate). For the hybridization steps, briefly, the HL-60 cells were fixed in 4% paraformaldehyde for 15 min at room temperature, permeated for 30 min in 0.1% TritonX-100, and soaked in 20% Glycerin for 30 min. The cells were freeze/thawed three times in liquid nitrogen and then treated with 0.1 M HCl. After washing with PBS, the cells were incubated with 100 μg/ml RNase A at 37 °C for 1 h to remove the RNA. Finally, the cells were kept in 50% formamide and 2× SSC and prepared for FISH. In total, 20 ng of each prepared probe were mixed with 10 μl hybridization buffer. The cells were denatured at 83 °C for 5 min and hybridized at 37 °C for 12 h. After the hybridization, the cells were washed with 0.4% CA-630 in 2× SSC three times for 5 min each. Finally, the cells were mounted with Mowiol mounting media and 2 μg/ml DAPI and imaged under an LSM 780 confocal microscope.

All images were processed by FIJI, and the Pearson Correlation Coefficients were calculated by the ImageJ plugin JACOP.

### Sequencing data

The RNA-seq/Hi-C/ChIP-seq/ATAC-seq data discussed in this manuscript have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE93997. The secure token evknkasaxlgllof must be used to access the data set.

## Electronic supplementary material

Instructions of supplementary files

Supplementary figures

Hi-C library statistics

Primer sequence

Interaction foldchanges of TADs

Differential gene-regulatory analysis of expressed genes

GREAT analysis of specific ATAC-seq peaks

## References

[1] Cremer C, Cremer T, Gray JW (1982). Induction of chromosome damage by ultraviolet light and caffeine: correlation of cytogenetic evaluation and flow karyotype. Cytometry.

[2] Bolzer A (2005). Three-dimensional maps of all chromosomes in human male fibroblast nuclei and prometaphase rosettes. PLoS Biol..

[3] Shopland LS (2006). Folding and organization of a contiguous chromosome region according to the gene distribution pattern in primary genomic sequence. J. Cell Biol..

[4] Peric-Hupkes D (2010). Molecular maps of the reorganization of genome-nuclear lamina interactions during differentiation. Mol. Cell.

[5] Chaumeil J, Le Baccon P, Wutz A, Heard E (2006). A novel role for Xist RNA in the formation of a repressive nuclear compartment into which genes are recruited when silenced. Genes Dev..

[6] Jin F (2013). A high-resolution map of the three-dimensional chromatin interactome in human cells. Nature.

[7] Rao SSP (2014). A 3D map of the human genome at kilobase resolution reveals principles of chromatin looping. Cell.

[8] Heger P, Marin B, Bartkuhn M, Schierenberg E, Wiehe T (2012). The chromatin insulator CTCF and the emergence of metazoan diversity. Proc. Natl Acad. Sci. USA.

[9] Dixon JR (2012). Topological domains in mammalian genomes identified by analysis of chromatin interactions. Nature.

[10] Le Dily F (2014). Distinct structural transitions of chromatin topological domains correlate with coordinated hormone-induced gene regulation. Genes Dev..

[11] Fullwood MJ (2009). An oestrogen-receptor-alpha-bound human chromatin interactome. Nature.

[12] Li G (2012). Extensive promoter-centered chromatin interactions provide a topological basis for transcription regulation. Cell.

[13] Hsu PY (2013). Amplification of distant estrogen response elements deregulates target genes associated with tamoxifen resistance in breast cancer. Cancer Cell.

[14] Nora EP (2012). Spatial partitioning of the regulatory landscape of the X-inactivation centre. Nature.

[15] Gibcus JH, Dekker J (2013). The hierarchy of the 3D genome. Mol. Cell.

[16] Nora EP, Dekker J, Heard E (2013). Segmental folding of chromosomes: a basis for structural and regulatory chromosomal neighborhoods?. Bioessays.

[17] Javierre BM (2016). Lineage-specific genome architecture links enhancers and non-coding disease variants to target gene promoters. Cell.

[18] Tohno Y, Tohno S, Tanaka Y (1995). Chromatin loop size in human leukemia (HL-60) cells. J. Electron Microsc. (Tokyo).

[19] Kim A, Dean A (2012). Chromatin loop formation in the β-globin locus and its role in globin gene transcription. Mol. Cells.

[20] Fraser J (2009). Chromatin conformation signatures of cellular differentiation. Genome Biol..

[21] Rousseau M (2014). Classifying leukemia types with chromatin conformation data. Genome Biol..

[22] Zhang J (2016). Distal regulation of c-myb expression during IL-6-induced differentiation in murine myeloid progenitor M1 cells. Cell Death Dis..

[23] Mazumdar C, Majeti R (2017). The role of mutations in the cohesin complex in acute myeloid leukemia. Int. J. Hematol..

[24] Dowen JM (2014). Control of cell identity genes occurs in insulated neighborhoods in mammalian chromosomes. Cell.

[25] Griffin J, Munroe D, Major P, Kufe D (1982). Induction of differentiation of human myeloid leukemia cells by inhibitors of DNA synthesis. Exp. Hematol..

[26] Barber N, Belov L, Christopherson RI (2008). All-trans retinoic acid induces different immunophenotypic changes on human HL60 and NB4 myeloid leukaemias. Leuk. Res..

[27] Olins AL, Olins DE (2004). Cytoskeletal influences on nuclear shape in granulocytic HL-60 cells. BMC Cell Biol..

[28] Sexton T (2012). Three-dimensional folding and functional organization principles of the Drosophila genome. Cell.

[29] Wang Y, Li Y, Gao J, Zhang MQ (2015). A novel method to identify topological domains using Hi-C data. Quant. Biol..

[30] Barutcu AR (2015). Chromatin interaction analysis reveals changes in small chromosome and telomere clustering between epithelial and breast cancer cells. Genome Biol..

[31] Barutcu AR (2016). RUNX1 contributes to higher-order chromatin organization and gene regulation in breast cancer cells. Biochim. Biophys. Acta.

[32] Heidari N (2014). Genome-wide map of regulatory interactions in the human genome. Genome Res..

[33] Sanyal A, Lajoie BR, Jain G, Dekker J (2012). The long-range interaction landscape of gene promoters. Nature.

[34] West AG, Fraser P (2005). Remote control of gene transcription. Hum. Mol. Genet..

[35] Zhang Y (2013). Chromatin connectivity maps reveal dynamic promoter-enhancer long-range associations. Nature.

[36] Rosenbauer F, Tenen DG (2007). Transcription factors in myeloid development: balancing differentiation with transformation. Nat. Rev. Immunol..

[37] Bovolenta LA, Acencio ML, Lemke N (2012). HTRIdb: an open-access database for experimentally verified human transcriptional regulation interactions. BMC Genom..

[38] Yamazaki H (2014). A remote GATA2 hematopoietic enhancer drives leukemogenesis in inv(3)(q21; q26) by activating EVI1 expression. Cancer Cell.

[39] Tang Z (2015). CTCF-mediated human 3D genome architecture reveals chromatin topology for transcription. Cell.

[40] Tan-Wong SM (2012). Gene loops enhance transcriptional directionality. Science.

[41] Dixon JR (2015). Chromatin architecture reorganization during stem cell differentiation. Nature.

[42] Tark-Dame M (2014). Depletion of the chromatin looping proteins CTCF and cohesin causes chromatin compaction: insight into chromatin folding by polymer modelling. PLoS Comput. Biol..

[43] Tee MK, Vigne JL, Taylor RN (2006). All-trans retinoic acid inhibits vascular endothelial growth factor expression in a cell model of neutrophil activation. Endocrinology.

[44] Vrba J, Trtkova K, Ulrichova J (2011). HDAC inhibitors sodium butyrate and sodium valproate do not affect human ncor1 and ncor2 gene expression in HL-60 cells. Biomed. Pap. Med. Fac. Univ. Palacky Olomouc Czech Repub..

[45] Yoshida H (1996). Accelerated degradation of PML-retinoic acid receptor alpha (PML-RARA) oncoprotein by all-trans-retinoic acid in acute promyelocytic leukemia: possible role of the proteasome pathway. Cancer Res..

[46] Jiang G, Albihn A, Tang T, Tian Z, Henriksson M (2008). Role of Myc in differentiation and apoptosis in HL60 cells after exposure to arsenic trioxide or all-trans retinoic acid. Leuk. Res..

[47] Martino V (2009). Down-regulation of HOXA4, HOXA7, HOXA10, HOXA11 and MEIS1 during monocyte-macrophage differentiation in THP-1 cells. Mol. Med. Rep..

[48] Zhang JW, Wang JY, Chen SJ, Chen Z (2000). Mechanisms of all-trans retinoic acid-induced differentiation of acute promyelocytic leukemia cells. J. Biosci..

[49] Tsai FY, Orkin SH (1997). Transcription factor GATA-2 is required for proliferation/survival of early hematopoietic cells and mast cell formation, but not for erythroid and myeloid terminal differentiation. Blood.

[50] Rodrigues NP, Tipping AJ, Wang Z, Enver T (2012). GATA-2 mediated regulation of normal hematopoietic stem/progenitor cell function, myelodysplasia and myeloid leukemia. Int. J. Biochem. Cell Biol..

[51] Zhang SJ (2008). Gain-of-function mutation of GATA-2 in acute myeloid transformation of chronic myeloid leukemia. Proc. Natl Acad. Sci. USA.

[52] Cavalli G, Misteli T (2013). Functional implications of genome topology. Nat. Struct. Mol. Biol..

[53] Ozeki M, Shively JE (2008). Differential cell fates induced by all-trans retinoic acid-treated HL-60 human leukemia cells. J. Leukoc. Biol..

[54] Huang S, Eichler G, Bar-Yam Y, Ingber DE (2005). Cell fates as high-dimensional attractor states of a complex gene regulatory network. Phys. Rev. Lett..

[55] Song G (2013). c-myc but not Hif-1α-dependent downregulation of VEGF influences the proliferation and differentiation of HL-60 cells induced by ATRA. Oncol. Rep..

[56] Van Berkum, N. L. et al. Hi-C: A method to study the three-dimensional architecture of genomes. *J. Vis. Exp.* (2010). https://doi.org./10.3791/1869.10.3791/1869PMC314999320461051

[57] Imakaev M (2012). Iterative correction of Hi-C data reveals hallmarks of chromosome organization. Nat. Methods.

[58] Lieberman-Aiden E (2009). Comprehensive mapping of long-range interactions reveals folding principles of the human genome. Science.

[59] Wang L, Feng Z, Wang X, Wang X, Zhang X (2010). DEGseq: an R package for identifying differentially expressed genes from RNA-seq data. Bioinformatics.

[60] Wang D (2011). Reprogramming transcription by distinct classes of enhancers functionally defined by eRNA. Nature.

[61] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[62] Feng J, Liu T, Zhang Y (2011). Using MACS to identify peaks from ChIP-Seq data. Curr. Protoc. Bioinformatics.

[63] Wu J (2016). The landscape of accessible chromatin in mammalian preimplantation embryos. Nature.

[64] Heinz S (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell.

[65] McLean CY (2010). GREAT improves functional interpretation of cis-regulatory regions. Nat. Biotechnol..

[66] Splinter E, de Wit E, van de Werken HJG, Klous P, de Laat W (2012). Determining long-range chromatin interactions for selected genomic sites using 4C-seq technology: from fixation to computation. Methods.

# Supplementary material for: Alterations of specific chromatin conformation affect ATRA-induced leukemia cell differentiation
**Source:** Cell Death Dis. 2018 Feb 8;9(2):200. doi: 10.1038/s41419-017-0173-6
**Supplement:** Supplementary file 1 — Instructions of supplementary files

**Supplementary Files**

**Supplementary File S1. Instructions of supplementary files**

This file contains instructions of all supplementary files.

**Supplementary File S2. Supplementary figures**

This file contains all supplementary figures and their legends.

**Supplementary File S3. Hi-C library statistics**

This file lists the number of each chromatin interaction type (including Total interaction, Full-segment, Inter-ligation and Intra-ligation) from the control and ATRA-treated Hi-C libraries according to the interaction calling method mentioned in Materials and Methods.

**Supplementary File S4. Primer sequence**

This file lists the primer sequences used in the RT-PCR and 4C experiments. To divide the 4C libraries of the control and ATRA-treated cells, we used the same primer for the HindIII ends and different primers for the DpnII ends.

**Supplementary File S5. Interaction fold changes in TADs**

The first sub-list in this file contains the background distribution generated using the differences between replicates (for detail, see Materials and Methods). The second sub-list in this file lists the internal and external fold change statistics of each TADs. Each row represents a TAD, and the columns represent the start, end, length and interaction fold change between the control and ATRA-treated cells (internal and external fold changes were calculated separately) of TADs. TADs with significant internal/external interaction fold changes are listed in the final two sub-lists.

**Supplementary File S6. Differential gene-regulatory analysis of expressed genes**

The first sub-list in this file lists the DEseq2 results of the RNA-seq data. Each row represents a gene, and the columns represent the mean base, fold change, p-value and adjusted p-value of the genes. The second sub-list only contains the differentially expressed genes. Each row also represents a gene, and the columns represent the fold change and p-value of the differential gene-regulatory interaction analysis and differential expression analysis (For detail, see Materials and Methods).

**Supplementary File S7. GREAT analysis of specific ATAC-seq peaks**

This file lists the GREAT analysis results of the control- and ATRA-specific ATAC-seq peaks. Each row represents a gene expression term, and the columns represent the ranks, p-value and other statistical results of the terms.

# Supplementary material for: Alterations of specific chromatin conformation affect ATRA-induced leukemia cell differentiation
**Source:** Cell Death Dis. 2018 Feb 8;9(2):200. doi: 10.1038/s41419-017-0173-6
**Supplement:** Supplementary file 2 — Supplementary figures

**Supplementary Figures**

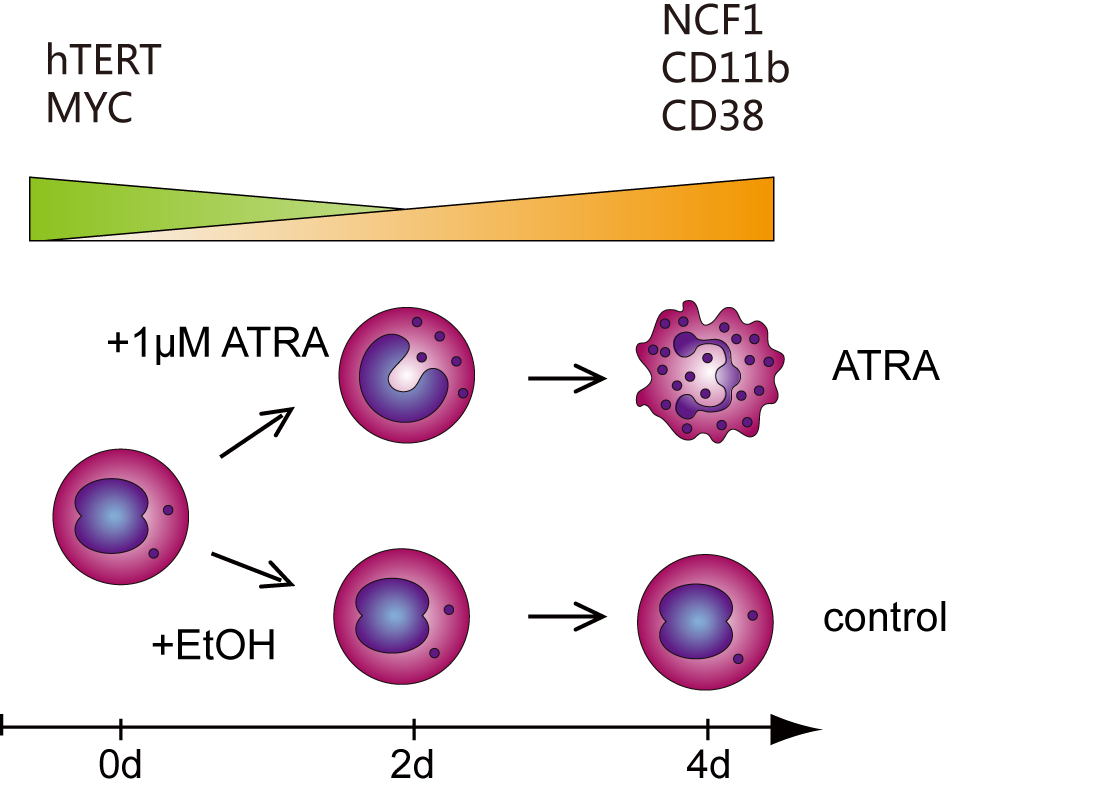

Supplementary Figure S1: Schematic representation of the ATRA-induced HL-60 differentiation process. Cells treated with an equal amount of solvent (ethanol) were used as the control group. Images were obtained from previous reviews.(1)

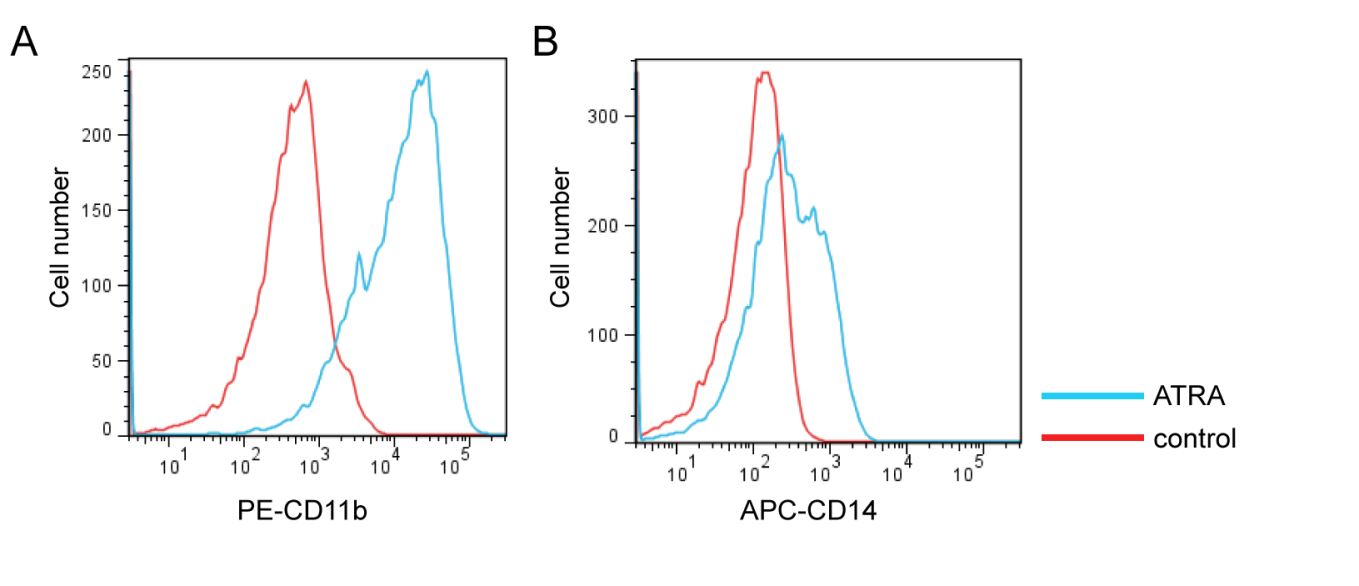

Supplementary Figure S2: Granulocytic differentiation analysis using a cell surface marker. Density distribution of CD11b (A) and CD14 (B) in ATRA-treated cells (blue) and control cells (red) is shown.

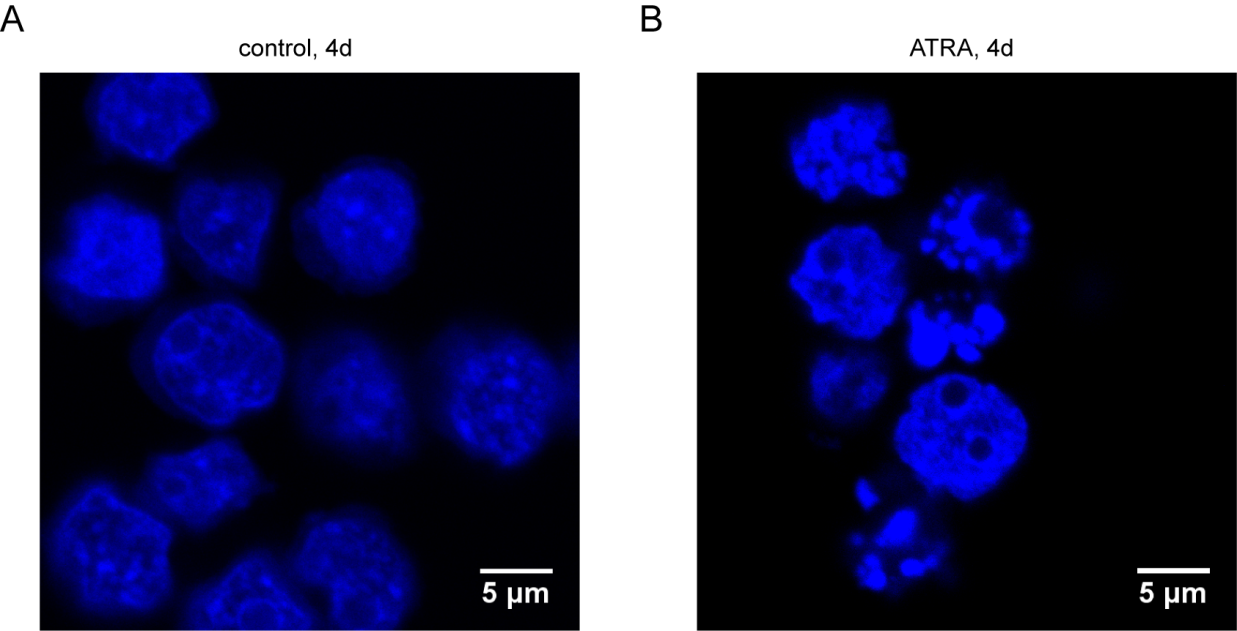

Supplementary Figure S3: Morphological assessments of ATRA-treated (B) and control (A) cells under a microscope. Cell nuclei were stained with DAPI (blue).

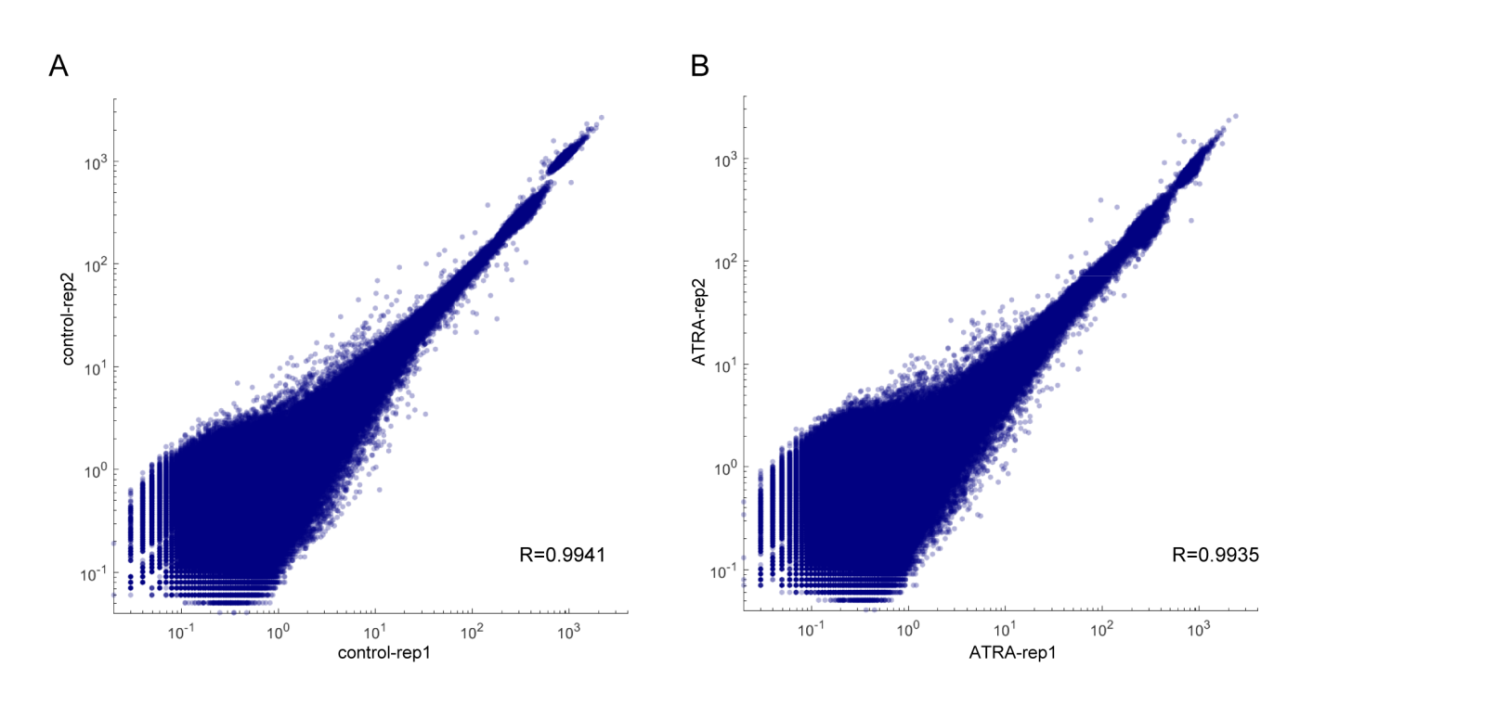

Supplementary Figure S4: Pearson correlation coefficients of genome-wide interactions in biological replicates of control (A) or ATRA-treated (B) cells. 1 Mb sized bins were used.

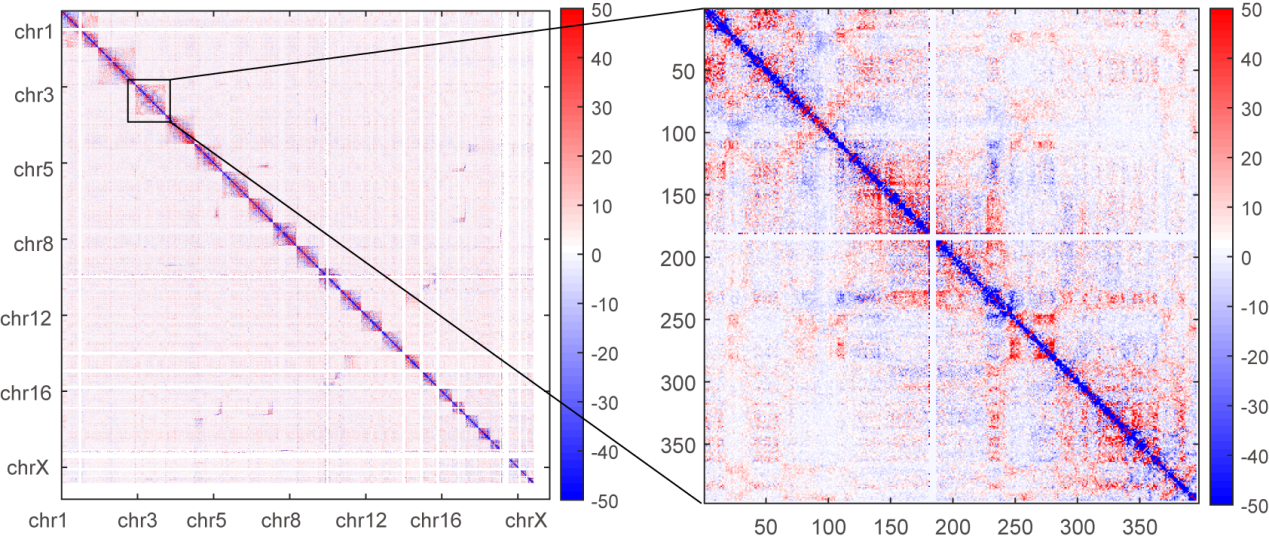

Supplementary Figure S5: (left) Whole-genome differential interactions between ATRA-treated and control HL-60 cells. The red color indicates stronger interactions in ATRA-treated cells, and the blue color indicates stronger interactions in the control cells. Regions with no significant change are indicated in white. (right) Similar to the left, differential interactions in chromosome 3 are shown.

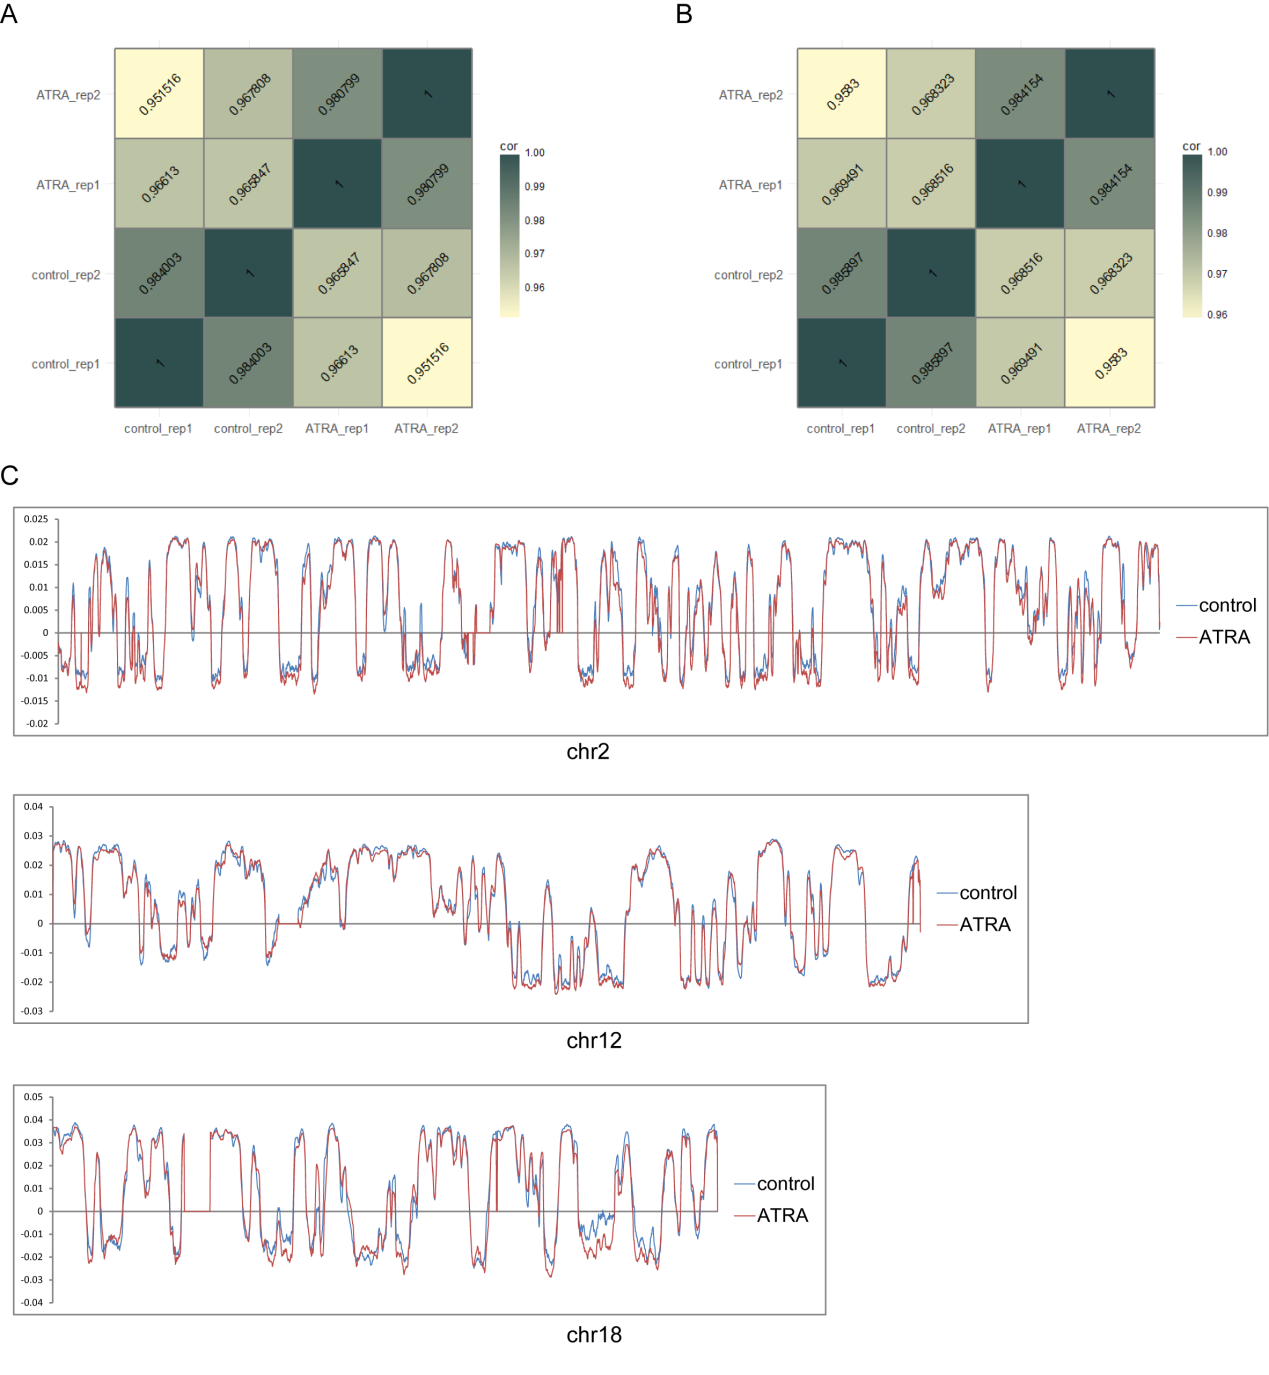

Supplementary Figure S6: Compartment analysis during ATRA-induced differentiation. Pearson (A) and Spearman (B) correlation heatmaps of Eigen values between each sample. (C) Compartment patterns in whole chr2, chr12 and chr18 in the control (blue) and ATRA-treated (red) cells are shown.

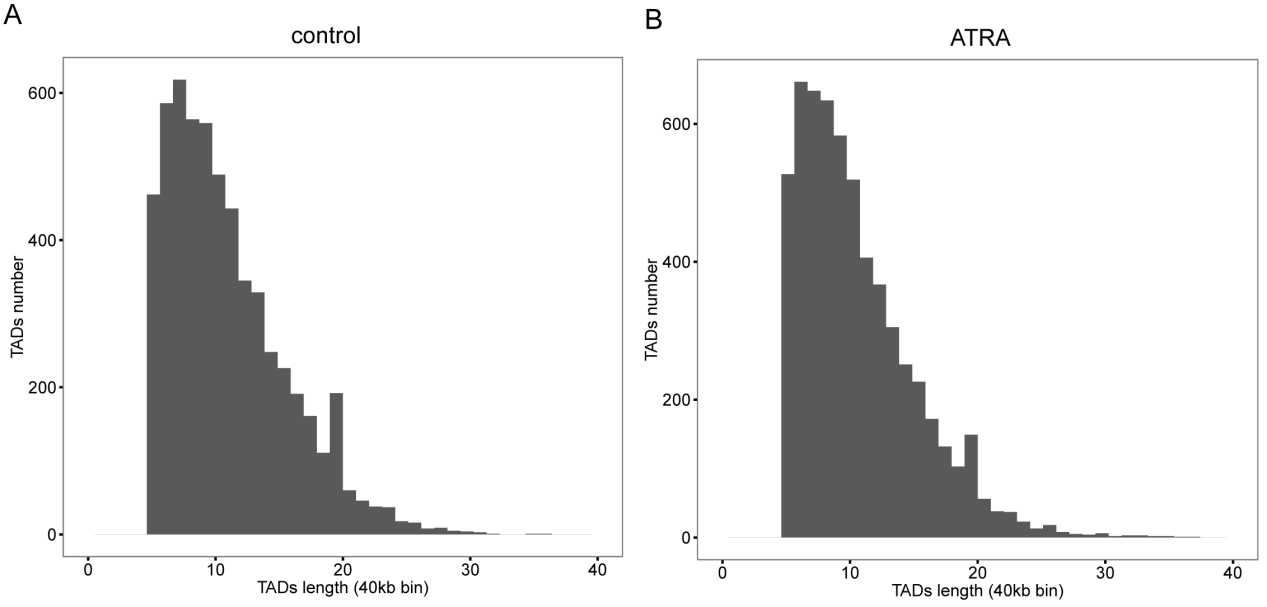

Supplementary Figure S7: Histogram of TAD length in the ATRA-treated (B) and control (A) cells.

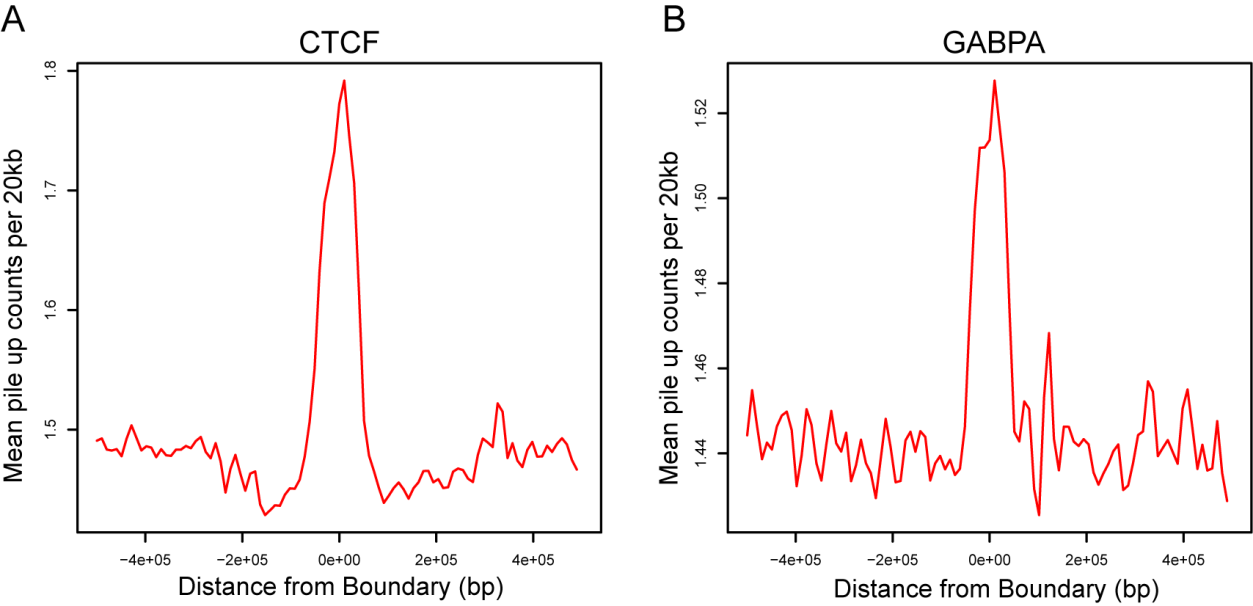

Supplementary Figure S8: Mean pile up count plots of factors enriched at HL-60 TAD boundaries using a 20-kb sliding window for ±500 kb of every TAD boundary. CTCF (A) and GABPA (B) were significantly enriched on TADs boundaries

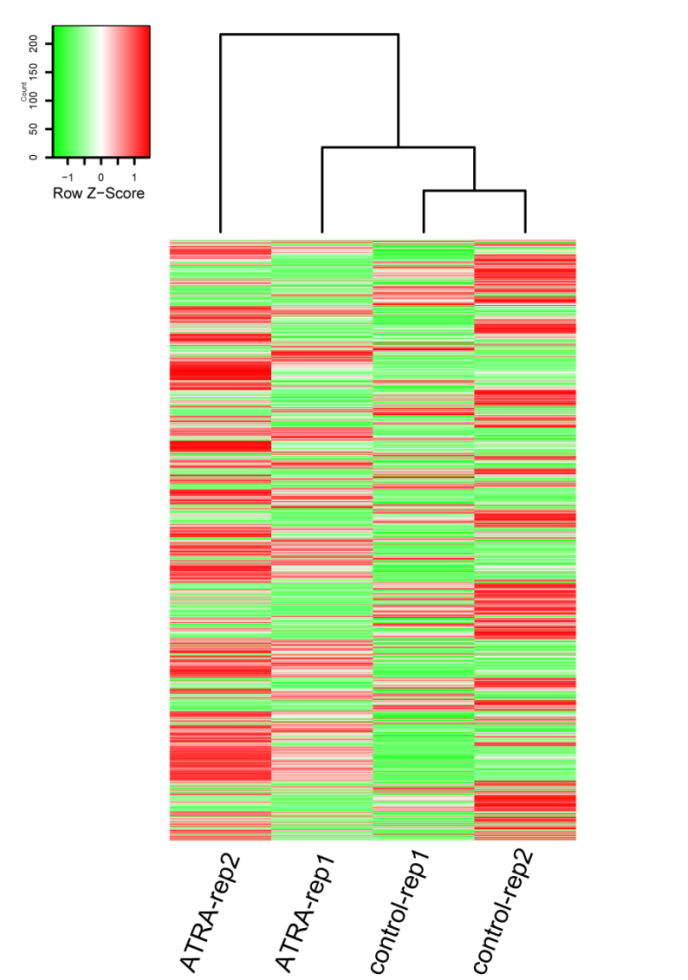

Supplementary Figure S9: Bi-clustering heatmap of all expressed genes. Samples were linked by the dendrogram above to show the similarity in their gene expression patterns.

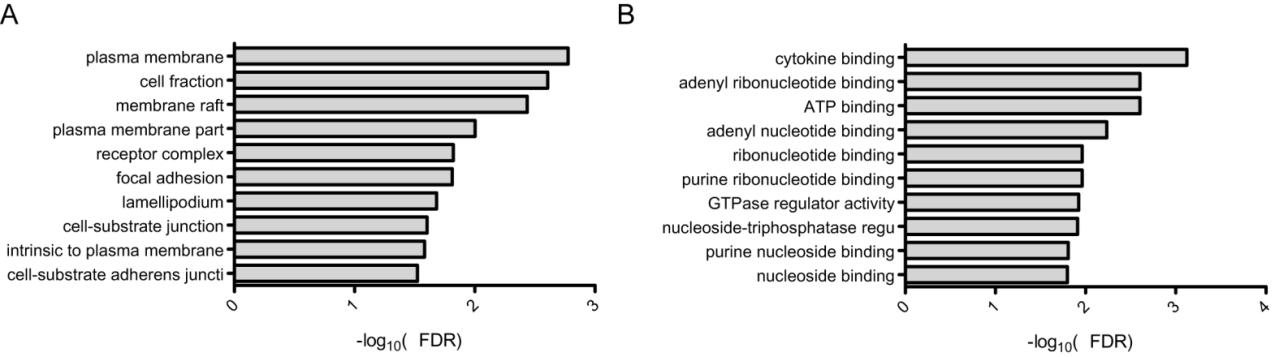
Supplementary Figure S10: GO enrichment results of differentially expressed genes in Cellular Compartment (A) and Molecular Function (B). Top 10 terms ranked by –log10 FDR are shown. FDR: false discovery rate.

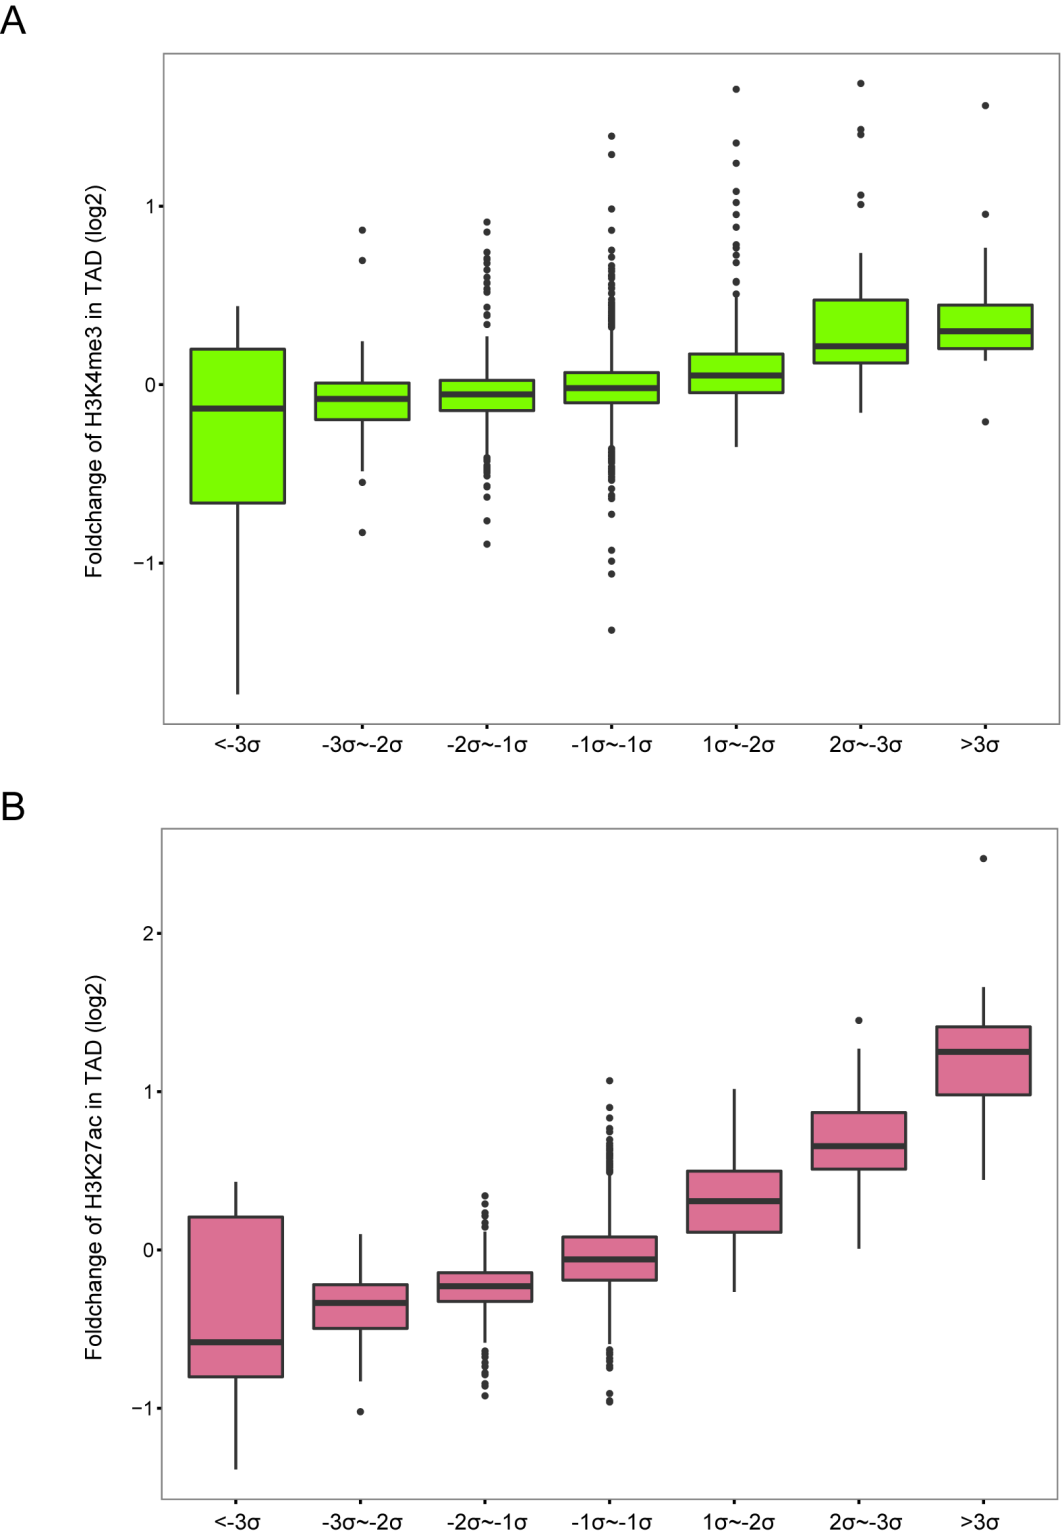

Supplementary Figure S11: Boxplot of log2 H3K4me3 (A) and H3K27ac (B) fold change in TADs. TADs are divided into 7 categories based on their internal Hi-C count fold change as shown in Figure 2C

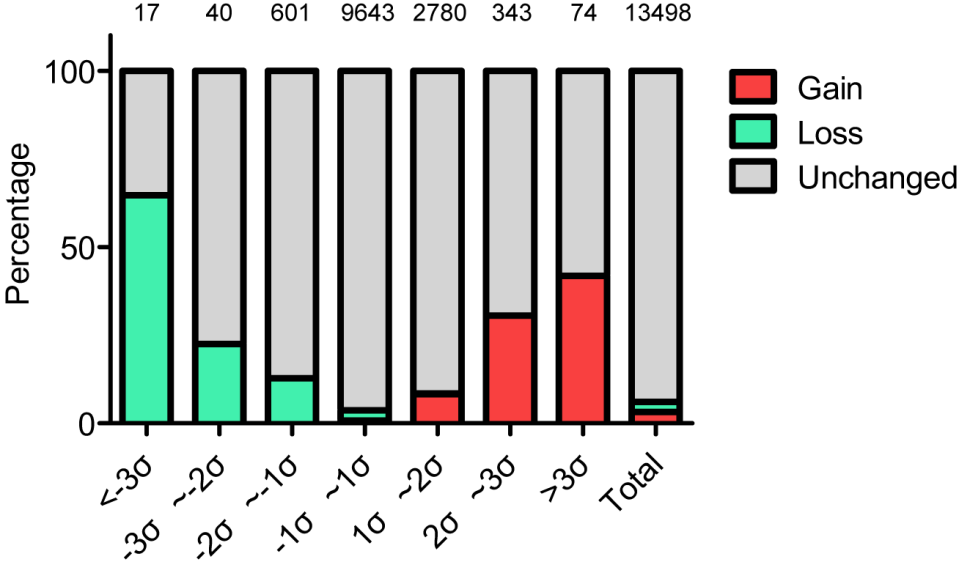

Supplementary Figure S12: Accumulation bar-plot showing the enrichment of differential gene-regulatory interactions in TADs. TADs are divided into 7 categories as shown in Figure 2C, and Total represents all putative gene-regulatory interactions located in TADs. Number of putative gene-regulatory interactions located in each type of TADs is shown above the bar.

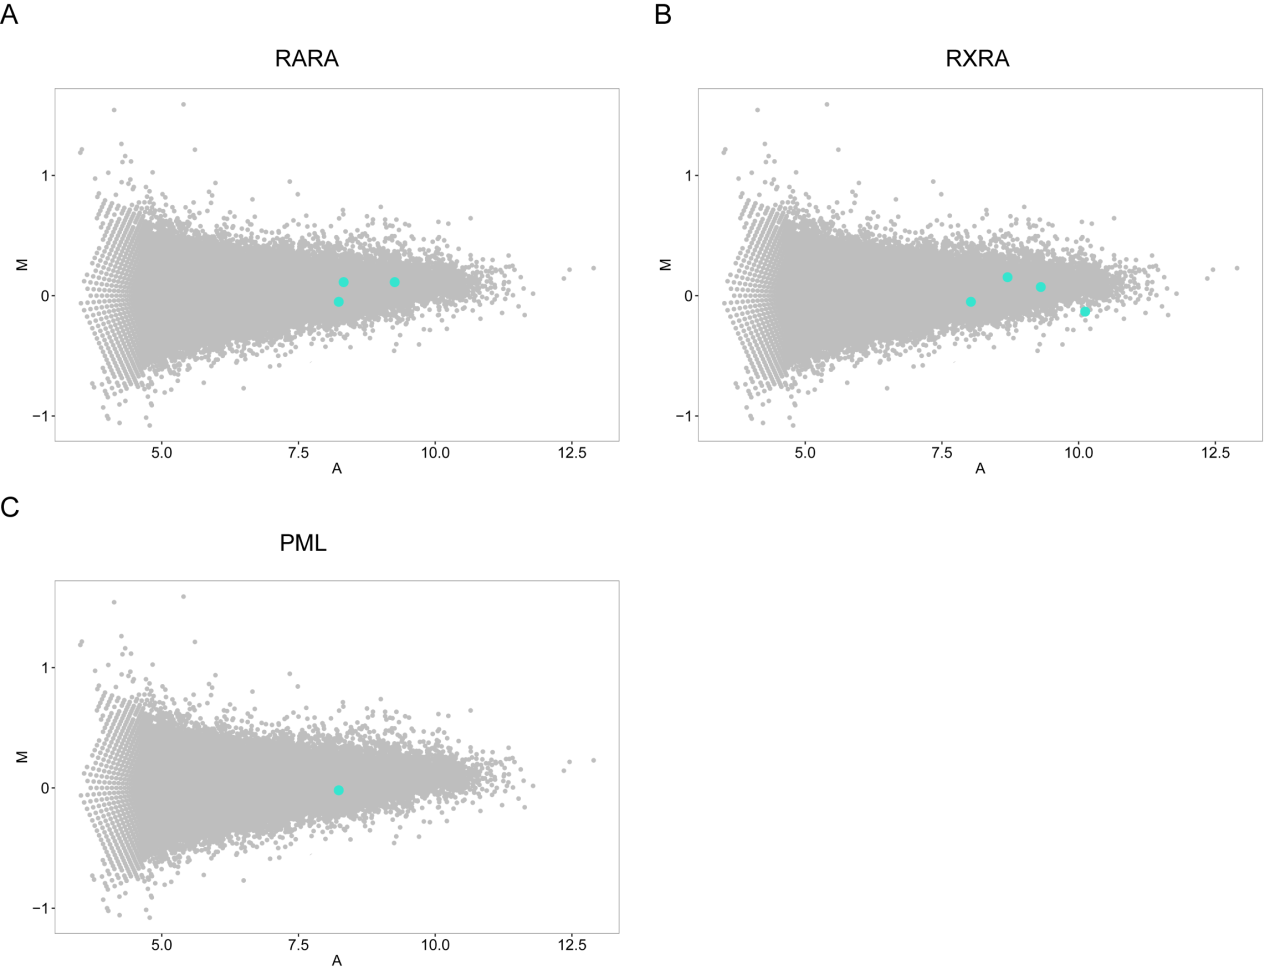

Supplementary Figure S13: MA-plot showing the differential interaction analysis of known retinoic acid signaling related genes: RARA (A), RXRA (B) and PML (C). Specific gene-associated interactions are indicated by the cyan dots.

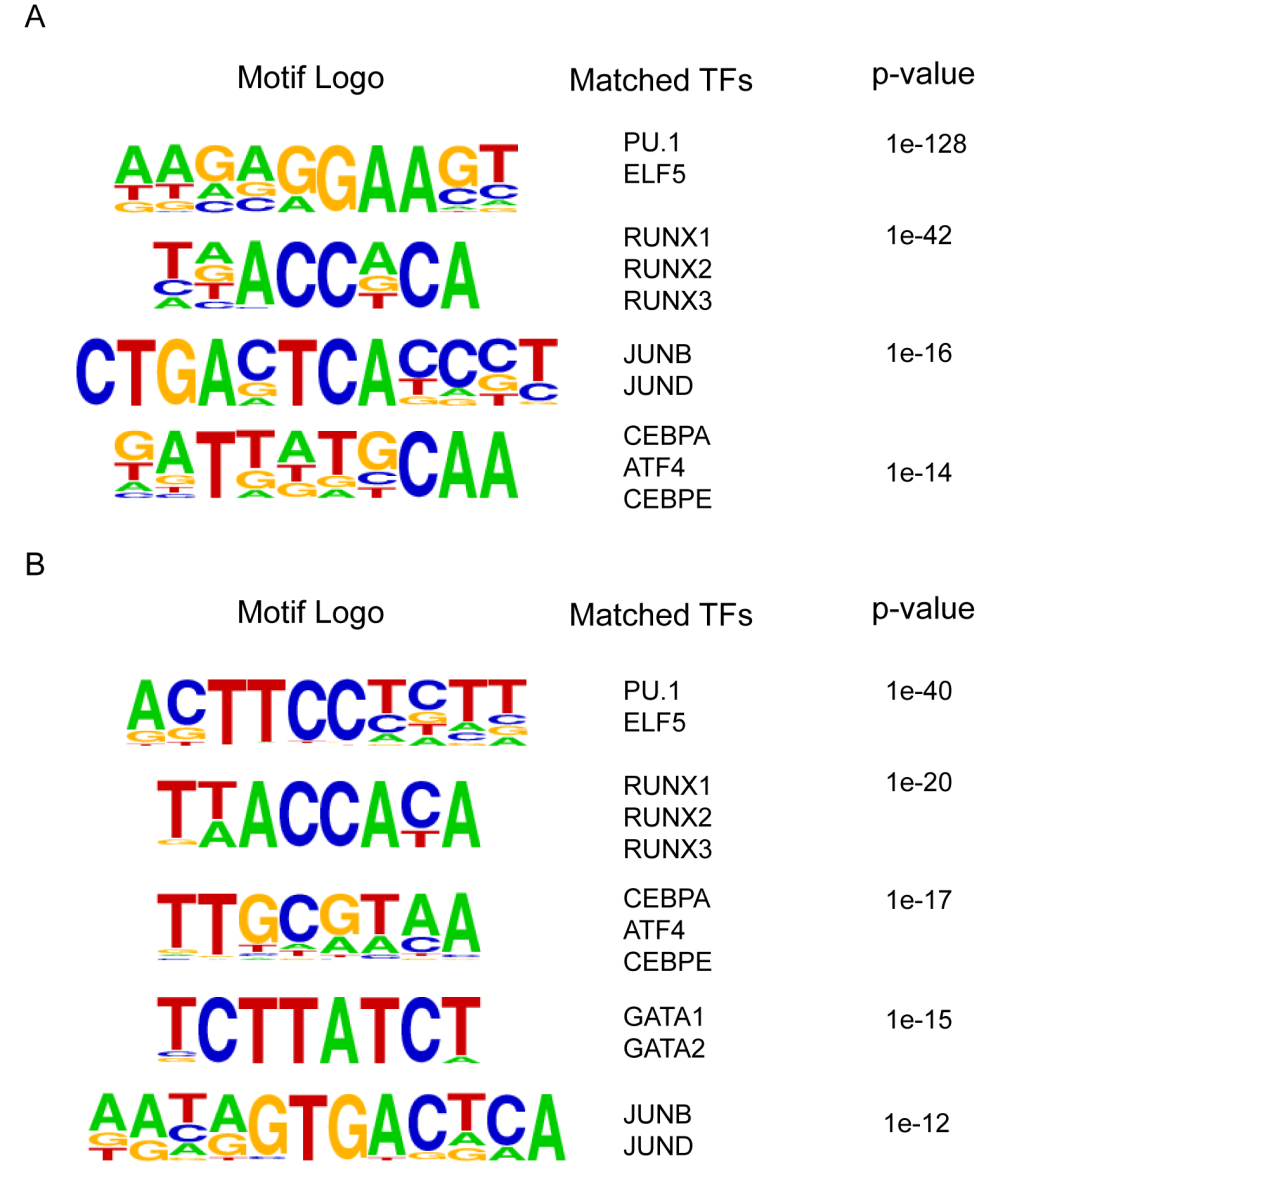

Supplementary Figure S14: Homer de novo motif analysis of ATAC-seq peaks in regulatory regions of Gain (A) or Loss (B) interactions. Motifs are ordered by significance from top to bottom. Compared with the results obtained using control- or ATRA-specific peaks, the CTCF was no longer enriched, and the GATA motif was only significantly enriched in regulatory regions of Loss interactions.

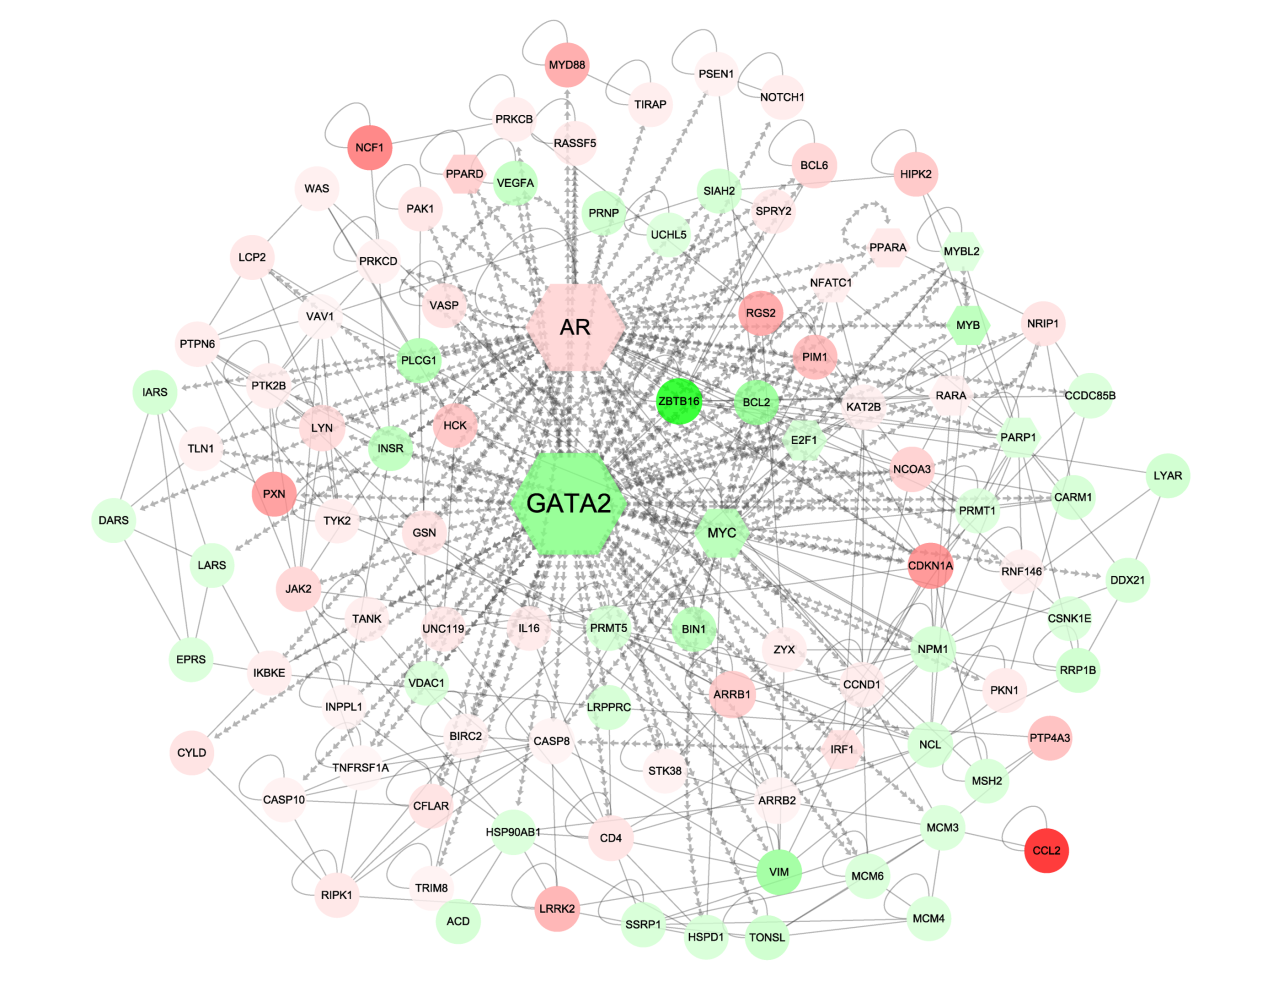

Supplementary Figure S15: Network constructed using differentially expressed genes based on the HTRI database (2). Size of each node represents the linkage betweenness of the node. Color of each node represents the expression fold change of the gene: green indicates down-regulation, and red indicates up-regulation.

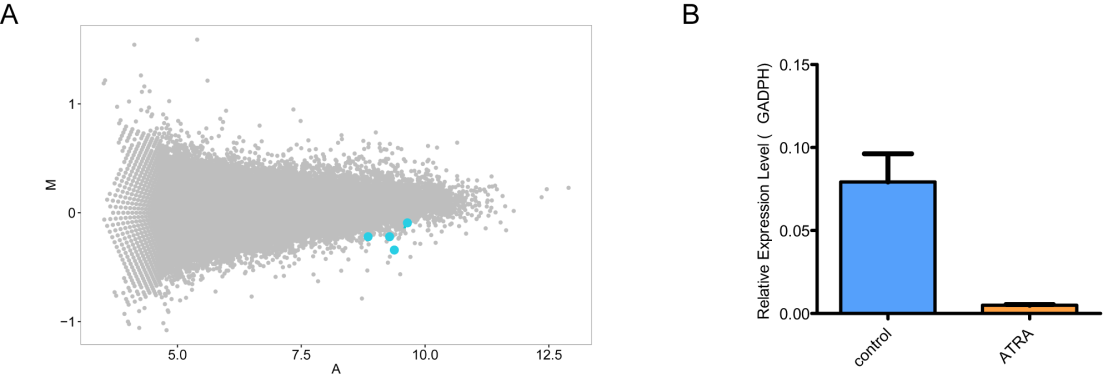

Supplementary Figure S16: (A) MA-plot showing the differential interaction analysis; GATA2-associated interactions are indicated by cyan dots. (B) qPCR result showing significant down-regulation of GATA2 upon ATRA induction.

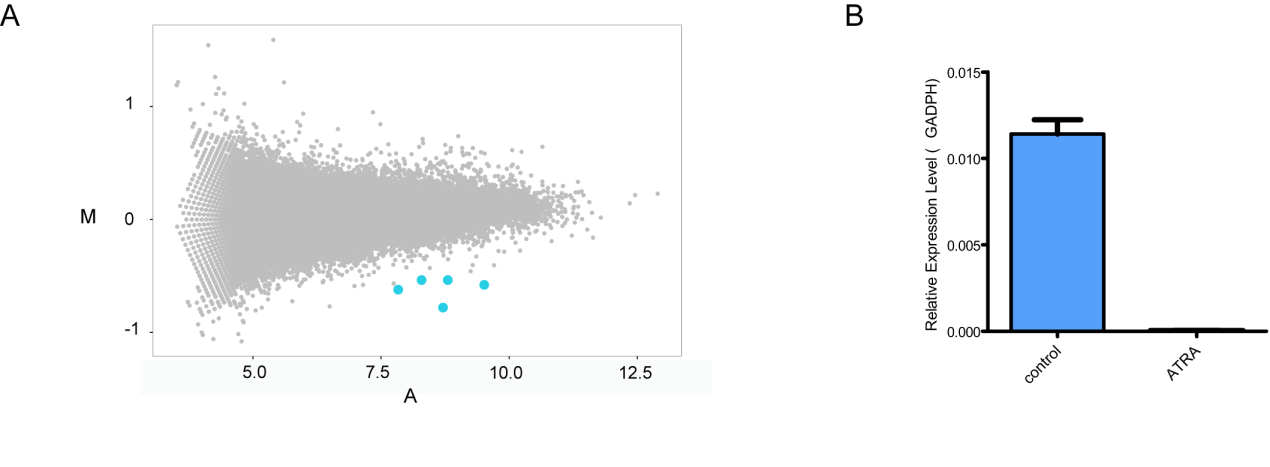

Supplementary Figure S17: Loop between terminator and promoter of ZBTB16 disappeared upon ATRA induction (A) MA-plot showing differential interaction analysis; ZBTB16-associated interactions are indicated by cyan dots. (B) qPCR result showing significant down-regulation of ZBTB16 upon ATRA induction.

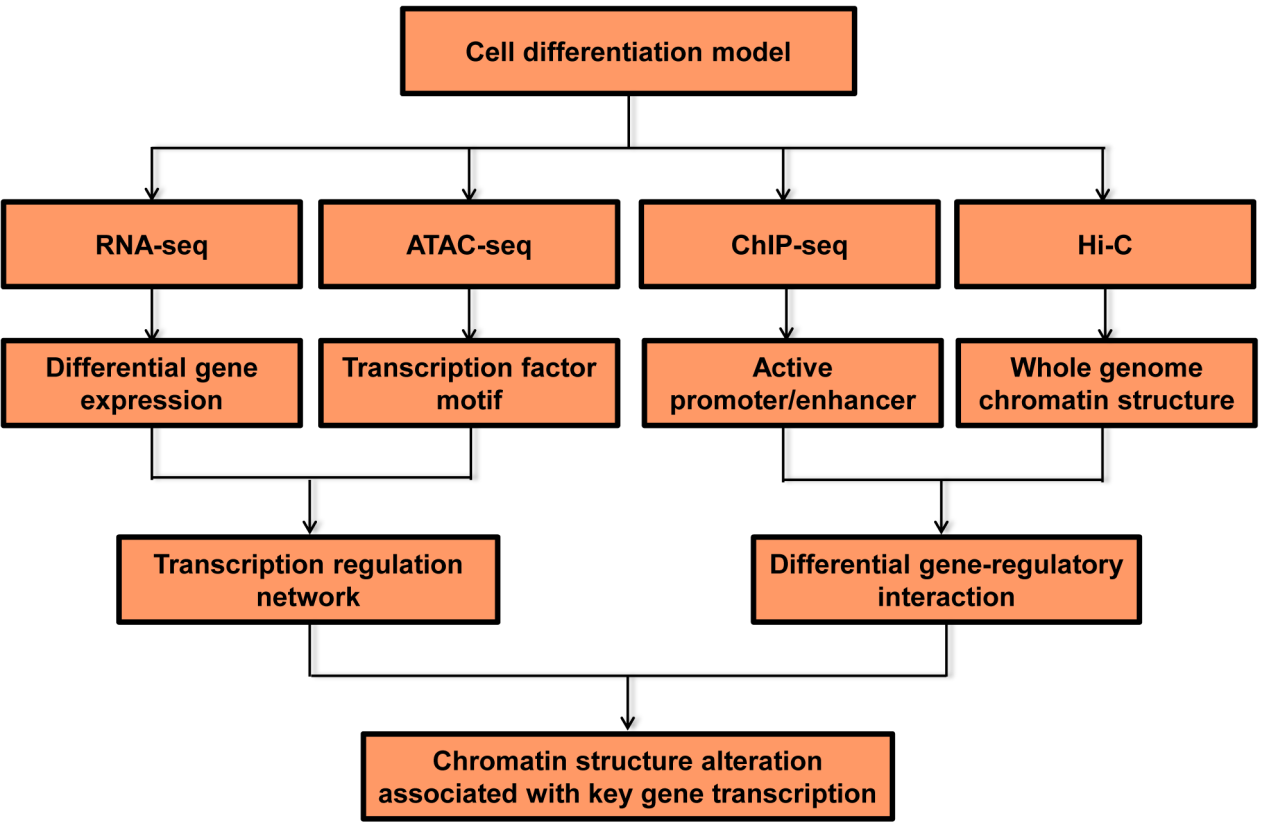

Supplementary Figure S18: Flow diagram showing the framework used to integrate multiple omics data to identify chromatin structure alterations associated with key gene transcription in a cell differentiation model. We named this method RADAR (f**RA**mework of 3**D**genomic rese**AR**ch)

**Reference**

1. Rosenbauer,F. and Tenen,D.G. (2007) Transcription factors in myeloid development: balancing differentiation with transformation. *Nat Rev Immunol*, **7**, 105–117.

2. Bovolenta,L.A., Acencio,M.L. and Lemke,N. (2012) HTRIdb: an open-access database for experimentally verified human transcriptional regulation interactions. *BMC Genomics*, **13**, 405.

How the deposited data were processed for this re-analysis (not part of the article)

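Histone ChIP-seq of HL-60 cells was analyzed for H3K4me3 and H3K27ac, each with 2 replicates of cells treated with 1 µM ATRA for 4 days and 2 replicates of control cells treated with ethanol. The authors removed adapters, aligned the reads to hg19 with Bowtie and called broad peaks with MACS2 for each library separately, with the human genome size and without a fragment model. Input libraries of genomic DNA were made, and the paper's text does not name their use in the peak call. For each peak, the authors deposited its position, a fold enrichment, a −log10 p and a −log10 q. The fold and −log10 p columns hold values that these measures cannot take, so they were not used, and the rankings by −log10 p and the matching on fold enrichment that had been planned were not run. The deposited −log10 q was used only as a filter, with a threshold of 5 as the stricter setting. Between 80.2% and 87.4% of the H3K4me3 peaks and between 12.8% and 16.9% of the H3K27ac peaks of a library passed that threshold. The number of reads behind a peak is unknown, so no interval from counts could be given, and the precision rests on 2 replicates per condition.

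All peaks lay within the chromosomes of GRCh37, and 0 ran past a chromosome end. Genes and TSS were taken from GENCODE release 44 mapped to GRCh37, and the positions of the 4C primers from an exact match to that genome. Peaks found in both replicates were the replicate 1 peaks with at least 1 bp of overlap with a replicate 2 peak, as the authors' methods set the minimal overlap without naming the replicate whose peaks were kept. Overlapping peaks were ATRA peaks with at least 1 bp of overlap with a control peak, and the other peaks of each condition were specific. The distance from the center of each H3K27ac peak to the nearest TSS was compared between classes on the log10 scale. In TADs and in 40 kb gene regions, the length under peaks was averaged over replicates and compared as a log2 ratio with a pseudocount of 1000 bp. The TADs were those of the complete list of significant internal changes in Supplementary File S5, with bins counted from 1 and both ends included. In 40 of them the length column is 1 bin shorter than the start and end columns, which were used. Gain and Loss genes came from Supplementary File S6. Long sheets of both files that were held only in part were not used.

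Differences between groups of TADs or gene regions, and the rank sums of distances, were tested with two-sided permutation tests of 100000 permutations, whose smallest p is 1e-05. Specific peaks in TADs were compared with a two-sided Fisher's exact test and by permuting the TAD labels. These tests use TADs, gene regions or peaks as units, which are not independent replicates of the treatment. Across libraries, 2 against 2 allow no exact two-sided p below 0.33. The genes and regions named were fixed by a rule before the data were examined. The rule took the GATA2 promoter interval and enhancers, genes the paper names beside its chromatin data (among them ZBTB16, CD38, RARA, RXRA, PML, RUNX3 and SPI1), for each mark and condition the 3 longest specific peaks absent from each library of the other condition, and for each mark the 2 TADs at each end of the list. Some items that the rule covers are not reported here.

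Libraries with the same replicate number share a tag in the deposited peak names. Over 75918 bins of 40 kb, the deviations of the ATRA and control libraries of the same number from their condition means had a Pearson correlation of 0.228 for H3K4me3 and 0.506 for H3K27ac. From the shared tag and these correlations, the numbers were read as pairing the libraries, and each comparison was repeated within replicate numbers. On simulated peak lists with 1410 sites, all 12 class counts were recovered. With 900 simulated peaks, the distance test passed its threshold in 97.5% of 200 simulations with a shift of 0.3 SD and in 4.5% with none. For as many simulated TADs as tested, the test passed in 100% of the simulations with a log2 shift of 0.5 and in 3.5% with none, and the mean difference recovered was 0.40, because the pseudocount pulls it towards 0.

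Alternatives set before the data were examined were the base replicate, the form of the shared peaks (shared stretches or merged peaks), a reciprocal overlap of 50%, the stricter threshold, the definition of specific peaks, the TSS set and the point distances are measured from, the matching on length, the pseudocount, peak numbers in place of covered length, the bin numbering, the comparison within replicate numbers and leaving out each library in turn. Alternatives added afterwards were equal peak numbers by length, peaks of at least 1 kb, a merged count of the shared stretches, the last bin of a TAD by its length, and TADs and gene regions outside chromosome 19 with and without the comparison within replicate numbers. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used, and overlaps were computed with bedtools 2.31.1. The H3K27ac signal of regulatory bins, the Hi-C, 4C, ATAC-seq and RNA-seq experiments were not analyzed here.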

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

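The tests on the share of peaks on chromosome 19, on the zinc finger genes and outside chromosome 19 were chosen after the result was seen. In H3K4me3 ATRA replicate 2, 9.28% of the peaks lay on chromosome 19. The paper analyzes these H3K4me3 data, but it discusses neither the share of peaks on a chromosome nor the peaks found in a single library, where the excess lay. The control replicates had 6.31% and 7.05% there and ATRA replicate 1 had 6.61%, so this library stood above both controls and above its own replicate. ATRA treatment would raise the share in both ATRA libraries, and the 6.61% of ATRA replicate 1, between the control values, argues against it as the whole cause. A batch effect of the replicates numbered 2 would raise it in control replicate 2 as well. Its 7.05% lay above both libraries numbered 1 but far below 9.28%, which argues against a batch as the whole cause, and a smaller part from either stays open. The excess lay in peaks that overlapped no peak of the other 3 H3K4me3 libraries. Of 567 such peaks on chromosome 19 in ATRA replicate 2, 374 (66.0%) overlapped a zinc finger gene with a ZNF symbol, compared with 2.22% to 10.0% of such peaks in the other libraries. On the other chromosomes the share was 8.31%, compared with 0.595% to 0.779%. These values are consistent with signal over zinc finger gene clusters in this 1 library. Reads shared between these similar genes would affect every library aligned the same way, so the low shares in the other 3 libraries argue against shared reads alone. What produced the signal in this library, such as the antibody reaction or a mixed sample, was not tested. The overlap step leaves peaks found only in this library out of the peaks found in both replicates, but the H3K4me3 change of a TAD averages the covered length of both replicates and includes them. Of the 81 TADs with decreased interactions, 16 lie on chromosome 19, with a mean H3K4me3 change of 0.97, compared with 0.066 in the other 65. It was 1.38 in these 16 TADs in the libraries numbered 2 and 0.29 in those numbered 1, so part of the rise there is not particular to ATRA replicate 2. The difference between TADs with increased and decreased interactions, 0.17 (permutation test, p = 0.0612) over all chromosomes, was 0.34 outside chromosome 19 (p = 1e-05), so chromosome 19 lowers it.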

How the results depend on the processing

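The settings with equal peak numbers, with peaks of at least 1 kb, with a merged count of the shared stretches, with the last TAD bin by its length and outside chromosome 19 were chosen after the results were seen. Of 166 values from alternatives that kept both replicates, 15 could not change by the construction of the setting. Of the other 151, 109 kept their direction and either their side of the threshold or a value within the tolerance. The H3K27ac difference between TADs, its share of specific peaks between TADs, the Gain and Loss difference and the distance of ATRA-specific peaks kept their direction and stayed past 0.05 under each alternative that kept both replicates. They ranged from 1.28 to 1.99, from 50.5 to 72.0 percentage points, from 0.30 to 0.69 and from 0.751 to 3.62 (distance from the nearest edge), respectively. Under the alternatives, the share of specific peaks was tested over peaks alone, without permuted TAD labels.

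With −log10 q of at least 5, H3K4me3 had 7709 overlapping and 1923 control-specific peaks. H3K27ac had 670 peaks in ATRA-treated and 335 in control cells, with 18 overlapping, 652 ATRA-specific and 316 control-specific. The distance difference of control-specific peaks was 0.150 (permutation test, p = 0.522), the H3K4me3 difference between TADs passed the threshold at 0.25 (permutation test, p = 0.021), and the H3K27ac length lost over the GATA2 regions was 1000.5 bp. The −log10 q repeats poorly between replicates (rank correlation of at most 0.213), so a filter on it in each library separates replicates as well as conditions.

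When specific peaks had to be absent from each library of the other condition, 786 ATRA-specific and 164 control-specific H3K4me3 peaks and 5791 and 837 H3K27ac peaks were left, since fewer peaks meet this definition. With the stretches shared by both replicates as peaks, 600 H3K4me3 peaks were control-specific. With a reciprocal overlap of 50%, which is harder to meet, 712 H3K4me3 peaks were control-specific, and H3K27ac had 10117 peaks in ATRA-treated and 6419 in control cells, 3453 overlapping, 6664 ATRA-specific and 2966 control-specific. With equal peak numbers, 795 H3K4me3 peaks were ATRA-specific, H3K27ac had 11476 peaks in ATRA-treated cells, 4469 ATRA-specific and 3297 control-specific, the H3K4me3 difference between TADs was 0.19 (permutation test, p = 0.0319), and the distance difference of control-specific peaks fell to 0.285 (permutation test, p = 1e-05). Peaks of at least 1 kb gave 1088 ATRA-specific and 163 control-specific for H3K4me3, and 13420 in ATRA-treated and 7833 in control cells, 6402 overlapping and 1122 control-specific for H3K27ac. The cause of the change in the H3K4me3 TAD difference was not tested.

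Compared within replicate numbers (the replicate block), where no peak is filtered by a second library, 3482.5 ATRA-specific and 1456.5 control-specific H3K4me3 peaks and 18717 and 5965.5 H3K27ac peaks were found on average. The H3K4me3 difference between TADs then passed the threshold at 0.20 (permutation test, p = 0.0182), and the H3K4me3 difference in the share of specific peaks was reversed, at −8.89 percentage points (p = 0.00156, Fisher's exact test). Outside chromosome 19, the H3K4me3 difference between TADs was 0.34, and 0.35 within replicate numbers (permutation tests, p = 1e-05 for each), and the share difference was 30.7 points (Fisher's exact test, p = 0.00952), and 19.6 points within replicate numbers (p = 0.00197). The reversal within replicate numbers thus rests on chromosome 19, and why the block moved the TAD difference past the threshold was not tested. These share differences were tested over peaks alone, without permuted TAD labels. The block also counts a site again when both pairs of libraries hold it. The block changed no other call, and it gives no number of peaks found in both replicates.

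Leaving out each library in turn leaves 1 condition without the filter of a second library. H3K4me3 ATRA-specific peaks then ranged from 846 to 4376 and control-specific peaks from 235 to 3068. H3K27ac peaks ranged from 28200 to 39332 in ATRA-treated and from 15457 to 29616 in control cells, ATRA-specific peaks from 6328 to 28374 and control-specific peaks from 1201 to 14242. ATRA-specific peaks were fewer than control-specific ones without control replicate 1 for H3K27ac (6328 and 14242) and without control replicate 2 for H3K4me3 (846 and 3068). The H3K4me3 difference between TADs ranged from 0.041 to 0.34 and that in the share of specific peaks from −1.12 to 23.0 points, each lowest without ATRA replicate 1. The H3K27ac share difference ranged from 17.2 to 60.6 points, lowest without ATRA replicate 1, and the Gain and Loss difference from 0.61 to 0.73. Since depth is unknown, none of the peak counts can be separated from the yield of each library.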

Differences from the paper's values

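The merged count of the shared stretches, the equal peak numbers and the setting outside chromosome 19 named here were chosen after the values were seen. The paper's text gives 22149 H3K27ac peaks in control cells, compared with 12937 here. Its number for ATRA-treated cells is printed with a misplaced comma and reads 12493 without it, compared with 20578 here. For ATRA-treated cells, merged peaks (18039) and a reciprocal overlap of 50% (10117) came within 1.5-fold of that reading among the alternatives set before the data were examined, and the others did not. For control cells, only leaving out control replicate 1 (29616) or control replicate 2 (15457), which counts the peaks of a single library, closed it. The text assigns the larger number of each mark to control cells, whereas the peaks here were more numerous in ATRA-treated cells for both marks, and in Fig. 3a the ATRA-specific part is also the larger. With the stretches shared by both replicates as peaks and overlaps merged over both conditions, a setting chosen after seeing the values, 22149 H3K27ac peaks were found in ATRA-treated and 12493 in control cells, which are the paper's numbers, so read, with the conditions exchanged. The same setting gave 14264 H3K4me3 peaks in ATRA-treated and 12296 in control cells, where the paper's text gives 12295 and 14263. For control-specific H3K4me3 peaks, the paper shows about 600 in Fig. 3a, read by eye, compared with 362 here. Shared stretches (600), replicate 2 as base (498), a reciprocal overlap of 50% (712) and leaving out control replicate 1 (776) closed the gap, and the other alternatives set before the data were examined did not.

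For the log10 distance to the nearest TSS, the medians in Fig. 3b, read by eye, are about 4.2 for ATRA-specific, about 4.3 for control-specific and about 3.0 for overlapping peaks, compared with 3.71, 3.75 and 2.75 here. As distances in bp these differ by more than 1.5-fold, with the same order between specific and overlapping peaks. With the nearest H3K4me3 peak in place of the TSS, all 3 gaps closed (4.22, 4.27 and 2.92). For overlapping peaks, the TSS of protein-coding genes (2.85), the comparison within replicate numbers (3.01) and leaving out control replicate 1 (2.97) also closed it. No other alternative set before the data were examined did.

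In directions and positions, the paper reports relatively higher levels of both marks with increased interactions and the opposite with decreased interactions. Its sentence does not say what the levels are relative to. The H3K4me3 difference between TADs with increased and decreased interactions was 0.17 here (permutation test, p = 0.0612). It passed the threshold with −log10 q of at least 5 (0.25), within replicate numbers (0.20) and, in settings chosen after seeing the values, with equal peak numbers (0.19) and outside chromosome 19 (0.34). It was smaller with peak numbers in place of covered length (0.011, p = 0.921), in TADs with a peak in every library (0.037, p = 0.668), with a pseudocount of 5000 bp (0.086, p = 0.133) and with bins counted from 0 (0.13, p = 0.125; permutation tests). In TADs with decreased interactions, the mean H3K4me3 change was 0.24 and H3K27ac rose in 41 of 81 TADs, so a fall below control cells was seen in neither mean beyond its spread. The paper describes all 3 GATA2 enhancers as marked by H3K27ac in control cells, and E2 had peaks in control replicate 1 only. The paper also places E3 nearer to the promoter than computed here, where E3 starts 97.7 kb and E2 ends 80.4 kb upstream of the TSS.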

Other observations

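The tests on control replicate 1, on the overlap rule, on equal peak numbers and on the repeat of −log10 q, and the comparison of peak width with the genome-wide ratio, were chosen after the results were seen. H3K27ac had 5.64 times as many ATRA-specific as control-specific peaks, and 4 technical explanations were examined. The first was that the ATRA libraries only yielded more peaks at sites marked alike in both conditions. If such sites spread over TADs as overlapping peaks do, both classes would divide alike between TADs with increased and decreased interactions. In TADs with increased interactions lay 91.4% of the ATRA-specific peaks of these TADs and 61.7% of the overlapping ones, 29.7 percentage points apart (Fisher's exact test, p = 8.09e-18, and permuted TAD labels, p = 2e-05). This argues against a higher yield as the whole cause within these TADs only under that premise, which was not tested. ATRA-specific peaks lay farther from a TSS than overlapping ones (median of 5104.5 compared with 555.5 bp), so the premise may not hold. The low peak number of control replicate 1 alone would leave both pairs with control replicate 2 balanced. With ATRA replicate 2, 21080 peaks were found only in the ATRA and 9432 only in the control library, a ratio of 2.23, and with ATRA replicate 1 these were 13245 and 13670, a ratio of 0.969. The pairs differ, so this explanation and an excess in ATRA-treated cells cannot be told apart. Sites lost because a single library of the other condition lacked a peak made up 43.4% of ATRA-specific and 53.9% of control-specific peaks. Leaving them out gave a ratio of 6.92, but a control-specific peak then has to miss both of the larger ATRA libraries, which raises the ratio by yield alone. Without the overlap step, the ratio was 3.14 on average within replicate numbers and 0.969 in the pair above, so an effect of that rule and an effect of yield cannot be told apart. Over the whole genome, equal peak numbers gave a ratio of 1.36, but taking the same number of peaks from each library draws the ratio towards 1, so a higher yield and a wider gain of H3K27ac under ATRA cannot be told apart there. A gain of H3K27ac with treatment stays open as a hypothesis.

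Specific H3K27ac peaks were shorter than overlapping ones, and short peaks could lie farther from TSS. After 6744 ATRA-specific and as many overlapping peaks were matched on length, the difference in median log10 distance was 1.03, and for 1689 control-specific peaks per class it was 1.04 (permutation tests, p = 1e-05 for each, the smallest possible), which argues against length as the cause. A weaker signal of specific peaks was not tested, since the columns that would measure it could not be used.

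The −log10 q values of matched peaks in 2 replicates had rank correlations between 0.0517 and 0.213, whereas their lengths had correlations between 0.934 and 0.965. This is consistent with a significance column that does not hold the value of its own peak, which the impossible values in the columns beside it also fit. How the column was written was not tested. Results that filter on it carry this limit.

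A hypothesis set before its test was that the width of the H3K4me3 peak at a TSS follows the direction of expression. Among the Gain and Loss genes with a peak over the TSS in all 4 libraries, the mean log2 ratio of width in ATRA-treated to control cells was 0.56 ± 0.49 (SD, n = 113) for upregulated and −0.11 ± 0.34 (SD, n = 40) for downregulated genes. The difference was 0.67 (permutation test, p = 1e-05, the smallest possible), and 0.68 in each replicate number. The peak was wider in ATRA-treated cells at 106 of the 113 upregulated genes and at 21 of the 40 downregulated genes. Over the whole genome, the log2 ratio of the length under H3K4me3 peaks was 0.22, which lies between the means of both groups, so which group carries the difference depends on the baseline. The genes were chosen by the study from cells treated in the same way, and they are not independent replicates. In the paper, only a small part of these genes changed expression against their interaction type. The upregulated and downregulated groups are thus largely the Gain and Loss groups, already compared for H3K4me3 in the same libraries. For this reason the width difference adds no independent evidence.

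At SPI1, which encodes PU.1, H3K27ac covered 32212 and 30468 bp of the 40 kb bin of the TSS in the ATRA replicates and 20807 and 21414 bp in the control replicates. RARA had 19101 and 14385 bp compared with 6888 and 6331 bp. RXRA had 5204 and 3516 bp compared with 3014 and 1124 bp. PML had 2158 and 4176 bp compared with 885 and 3870 bp, which overlap in range. Over the whole gene, the H3K27ac lengths overlapped in range at SPI1 (11211 and 8177 bp compared with 9856 and 8669 bp), RXRA and PML, and not at RARA. The smallest H3K4me3 ratio of the bin at these 4 genes was at PML (log2 ratio of −0.04) and the largest at SPI1 (0.33). No test across libraries and no explanation of these values was made.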
